# Lack of food intake during shift work alters the heart transcriptome and leads to cardiac tissue fibrosis and inflammation in rats

**DOI:** 10.1186/s12915-022-01256-9

**Published:** 2022-03-03

**Authors:** Alexandra J. Trott, Ben J. Greenwell, Tejas R. Karhadkar, Natali N. Guerrero-Vargas, Carolina Escobar, Ruud M. Buijs, Jerome S. Menet

**Keywords:** Shift work, Circadian rhythms, Heart, Transcriptome, RNA-Seq, Cardiac fibrosis, Inflammation, Cardiovascular diseases

## Abstract

**Background:**

Many epidemiological studies revealed that shift work is associated with an increased risk of a number of pathologies, including cardiovascular diseases. An experimental model of shift work in rats has additionally been shown to recapitulate aspects of metabolic disorders observed in human shift workers, including increased fat content and impaired glucose tolerance, and used to demonstrate that restricting food consumption outside working hours prevents shift work-associated obesity and metabolic disturbance. However, the way distinct shift work parameters, such as type of work, quantity, and duration, affect cardiovascular function and the underlying mechanisms, remains poorly understood. Here, we used the rat as a model to characterize the effects of shift work in the heart and determine whether they can be modulated by restricting food intake during the normal active phase.

**Results:**

We show that experimental shift work reprograms the heart cycling transcriptome independently of food consumption. While phases of rhythmic gene expression are distributed across the 24-h day in control rats, they are clustered towards discrete times in shift workers. Additionally, preventing food intake during shift work affects the expression level of hundreds of genes in the heart, including genes encoding components of the extracellular matrix and inflammatory markers found in transcriptional signatures associated with pressure overload and cardiac hypertrophy. Consistent with this, the heart of shift worker rats not eating during work hours, but having access to food outside of shift work, exhibits increased collagen 1 deposition and displays increased infiltration by immune cells. While maintaining food access during shift work has less effects on gene expression, genes found in transcriptional signatures of cardiac hypertrophy remain affected, and the heart of shift worker rats exhibits fibrosis without inflammation.

**Conclusions:**

Together, our findings unraveled differential effects of food consumption on remodeled transcriptional profiles of the heart in shift worker rats. They also provide insights into how shift work affects cardiac function and suggest that some interventions aiming at mitigating metabolic disorders in shift workers may have adverse effects on cardiovascular diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01256-9.

## Background

Shift work is an employment practice designed to provide services outside the daytime working hours, including evening or night shifts, early morning shifts, and rotating shifts. Shift work is becoming increasingly popular in modern society, mostly because of the higher demand for productivity [1]. About 15–20% of the workforce is engaged in some kind of shift work worldwide, and this number is rapidly increasing [1]. Over the last decades, many epidemiological studies revealed that shift work affects human health and increases the risk of developing cancer, metabolic disorders, cardiovascular diseases, and mood disorders [1–14]. Relevant to this paper, a meta-analysis performed on 17 studies concluded that shift workers exhibit a 40% increased risk of developing cardiovascular diseases than day workers [15]. A more recent meta-analysis on 173,000 individuals similarly found that shift/night workers have an increased risk of cardiovascular diseases than day workers [13]. However, there was significant heterogeneity between studies considered in these meta-analyses, and it is still unclear to which extent the quantity, the duration, and the type of shift work impair cardiovascular functions [10, 12].

While the mechanisms by which shift work causes cardiovascular diseases remain unclear, they likely involve a misalignment between internal biological rhythms and the natural light to dark cycle [16]. In mammals, every tissue harbors a timekeeping mechanism, the circadian clock, that drives rhythms in gene expression to allow biological functions to perform optimally at the most appropriate time of the day. Circadian clocks in peripheral tissues are synchronized to the daily environmental variation by the master circadian pacemaker located in the suprachiasmatic nucleus (SCN) of the hypothalamus, which is itself entrained to the light to dark cycle via direct retinal innervation [17]. The SCN utilizes multiple cues to synchronize peripheral clocks, including rhythms in neuronal signaling, hormone secretion, body temperature, and food intake. Alteration in the timing of these cues by shift work disrupts the proper functioning of peripheral clocks and clock-controlled biological functions. Accumulating evidence indicates that alteration of the daily rhythm of food intake, which is prevalent in shift workers, is particularly associated with circadian rhythm disorders [18, 19]. For example, rats subjected to shift work paradigms for 5 weeks shift their food intake to the work phase (i.e., natural rest phase) and exhibit increased fat content and impaired glucose tolerance [20, 21]. Importantly, these effects are not observed if rats cannot eat during work, indicating that the adverse effects of shift work on metabolic functions are mostly mediated by a shift in the timing of food intake to the natural rest phase [20, 21]. Whether rats subjected to shift work also develop cardiovascular diseases, and whether those can be prevented by restricting food intake during the normal active phase, remain however unexplored.

To get insights into how shift work alters heart biology, we used a model of shift work in rats that mimics shift work in humans [22]. Rats were housed in a slowly rotating wheel for 8 h during their sleeping phase from Monday to Friday and left undisturbed outside their work schedule. Because restricting food intake to the normal active phase prevents the development of metabolic disorders [20, 21], we hypothesized that preventing access to food during the daily 8 hours of shift work might also hinder alterations of cardiac functions. Our results indicate that five weeks of shift work in rats leads to cardiac fibrosis and that the adverse effects of shift work in the heart are surprisingly exacerbated when shift worker rats do not have access to food during work. Our findings thus suggest that lack of food intake during shift work, an intervention that prevents metabolic disorders in shift workers, has adverse effects on cardiovascular functions.

## Results

To characterize the effects of shift work in the heart, we used a rat model of shift work previously shown to cause metabolic disorders similar to those observed in human shift workers [20, 22]. Because restricting food access to the natural active phase prevents the development of obesity and diabetes in this model, we also aimed to investigate the effects of lack of food intake during work (Fig. 1) [20]. A total of 54 rats maintained on a 12:12 light to dark cycle (LD12:12, light on from 7 am to 7 pm) were randomly assigned to control (C), shift work (W), or shift work with restricted nighttime feeding (WRF) groups prior the start of the experiment. Shift work consisted of rats being placed in a slowly rotating drum (1 revolution per 3 min) from 9 am to 5 pm, Monday to Friday, for a total of 5 weeks (Fig. 1), as published previously [20, 22]. Control rats had access to food and water ad libitum throughout the experiment. Worker rats had access to ad libitum food and water and were exposed to shift work for 5 weeks. WRF rats were also exposed to shift work and had ad libitum access to water, but only had access to food when not doing shift work (i.e., from 5 pm to 9 am; Fig. 1). For each group, rats were left undisturbed and had free access to food and water during weekends. After 5 weeks of shift work, rats were euthanized on a Saturday (weekend schedule, i.e., no work), and the hearts collected and flash-frozen.

**Fig. 1:**
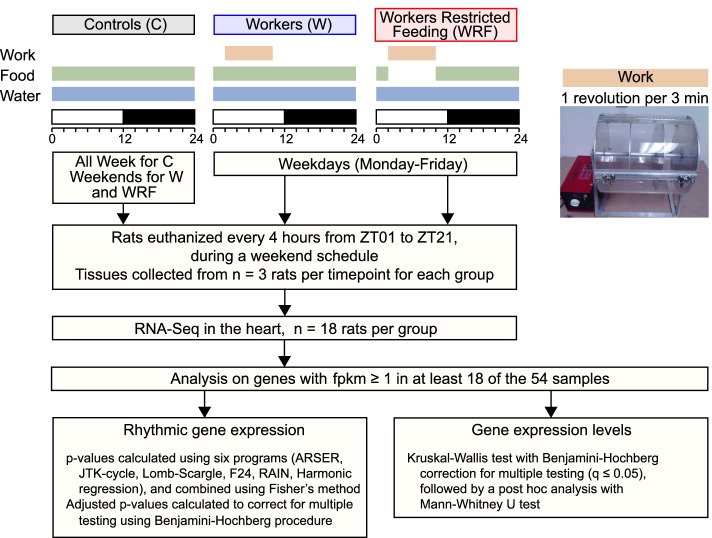
Experimental setup. Individually housed rats exposed to LD12:12 were randomly assigned to one of the three groups: control (C), shift worker (W), or shift worker subjected to restricted feeding during work (WRF). All rats had ad libitum access to water. C rats had ad libitum access to food and were not manipulated throughout the experiment. W and WRF rats were placed in a rotating drum (1 revolution per 3 min) for 8 h (9 am–5 pm, i.e., ZT2 to ZT10), Monday-to-Friday, for 5 consecutive weeks to simulate shift work, and were maintained unrestrained in their cages over the weekend. W rats had ad libitum access to food at all times, including during work, whereas WRF rats only had access to food outside the work schedule, i.e., from 5 pm to 9 am. After 5 weeks, rats were euthanized during a week-end schedule (no work) every 4 h with *n*=3 rats per timepoint and group. Hearts were collected, flash-frozen, and processed afterward for RNA extraction and RNA-Seq library preparation

### Shift work reprograms the heart cycling transcriptome

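Heart RNA of 54 male Wistar rats was analysed: 18 C, 18 W, and 18 WRF rats, 3 of each group at each of ZT1, 5, 9, 13, 17, and 21. Ckm, the muscle creatine kinase, had a median of 1651 fpkm in C rats and 1633 in WRF rats. The libraries of WRF51 (ZT9, 31.5 fpkm of Ckm) and WRF62 (ZT5, 170 fpkm) lay below the 981 fpkm of the lowest C rat. WRF51 held 1419 fpkm of the lung epithelial gene Ager against at most 4.79 in C rats. WRF62 held 106 fpkm of Cd3e, a subunit of the T cell receptor, against at most 2.91 in C rats, and W21 (ZT17) held 1027 fpkm of the liver gene Alb against at most 106. The hearts were crushed with their atria, and the atrial light chain Myl7 exceeded 100 fpkm in 6 C, 7 W, and 9 WRF rats.

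The values are the fpkm that the authors estimated with Cufflinks for 10257 genes, each above 1 fpkm in at least 18 rats, and were used without further scaling. They do not show how many reads lie behind each rat. The sum over all genes had a median of 478799 in C (373115 to 654902), 505910 in W, and 572371 in WRF rats (465971 to 749554). Each group consists of 3 series of 6 rats, 1 rat per time.

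**Figure D1:**
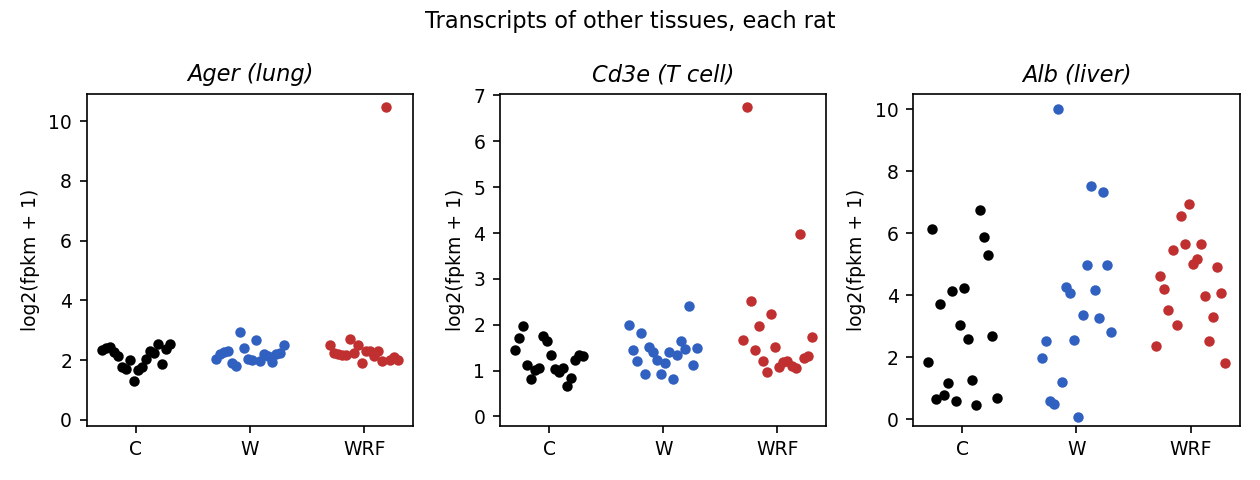
Ager (lung), Cd3e (T cell), and Alb (liver) as log2(fpkm + 1) in each rat by group. Each point is 1 rat, and WRF51, WRF62, and W21 lie far above the other rats in Ager, Cd3e, and Alb.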

To determine the effects of shift work in the heart, we first performed an RNA-Seq analysis of the heart transcriptome across the 24-h day in C, W, and WRF rats (6 timepoints, *n* = 3 biological replicates per timepoint and group). Analysis of rhythmic gene expression revealed large differences in the number of rhythmically expressed genes, with the number of rhythmic genes being ~2-fold higher in WRF rats than in C rats, and ~2-fold lower in W rats than in C rats (Fig. 2A, Additional file 1: Table S1). 

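Amd1, an enzyme of polyamine synthesis, had the smallest adjusted p of the rhythmic genes in C rats (relative amplitude 0.385, peak at ZT16.4, q = 4.42e-05, n = 18). Fam46b, which adds adenines to RNA, was also rhythmic in C rats (relative amplitude 0.786, q = 0.000723), with p = 0.587 in W and p = 0.0125 in WRF rats. Harmonic regression with a period of 24 h called 87 genes rhythmic in C, 0 in W, and 4 in WRF rats at q under 0.05, the 4 being the clock genes Dbp, Nr1d2, Per3, and Tef. At an unadjusted p under 0.05 there were 606, 313, and 651 genes in C, W, and WRF rats. Chance alone would give on average a share of 0.05 of the 10257 genes, which is more than the 313 of W rats. JTK called 53, 0, and 1 gene, the last being the clock gene Arntl. Combining the p-values of 4 algorithms by Fisher's method called 604, 231, and 1166 genes.

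WRF51 and WRF62 bore on the WRF count: without WRF51 the combined p-values called 474 WRF genes, without WRF62 1640, and without both 957, while harmonic regression called 1 without both. In C rats, leaving out the series C17 to C22 left 1 gene rhythmic by harmonic regression and leaving out C25 to C30 left 21. In WRF rats, leaving out any 1 of the 3 series left 0. The 4 combined p-values came from the same rats and were not independent of each other.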

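Herpud1, a component of the degradation of misfolded endoplasmic reticulum proteins, was rhythmic in C rats (relative amplitude 0.397, q = 0.0039, n = 18) and had a relative amplitude of 0.101 in W (p = 0.546) and 0.351 in WRF rats (p = 0.000312). Tcap, a cap protein of titin, had relative amplitudes of 0.557 in C (q = 0.088) and 0.189 in W rats (p = 0.316). When the best of 15 rhythm models was chosen for each gene by BIC, 821 genes were rhythmic in C, 292 in W, and 2903 in WRF rats. Of these, 195 were shared by C and W, 686 by C and WRF, 241 by W and WRF rats, and 160 by all. This choice among models followed the scheme of dryR, re-implemented on log2(fpkm + 1), and gives no error rate per gene. With times drawn at random, 16 of 99 draws in C, 21 in W, and 6 in WRF rats gave as many rhythmic genes or more, with up to 2510, 875, and 4289.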

Similar results were obtained with a differential rhythmicity analysis using dryR (Additional file 1: Table S2, Additional file 2: Fig. S1) [23]. Rhythmically expressed genes poorly overlapped between the three groups, suggesting that shift work profoundly reprograms the rat heart cycling transcriptome (Fig. 2A, B). 

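Dbp, a transcription factor driven by the clock, Nr1d2, a repressor within it, and Tef, a relative of Dbp, were the 3 genes rhythmic in both C and WRF rats at q under 0.05, where 0.0339 would be shared by chance (Fisher's exact p = 2.34e-06). No gene was shared with W rats, in which none passed. At an unadjusted p under 0.05, C and W rats shared 36 genes (18.5 by chance, p = 0.000123), C and WRF rats 96 (38.5 by chance, p = 1.41e-17), and W and WRF rats 12 (19.9 by chance, p = 0.0759). Ankrd37, Clock, Dbp, Enpep, and Eps15l1 were in all 3 of these sets. By the combined p-values, 122 genes, or 20.2% of those of C rats, were shared by C and WRF rats (68.7 by chance, p = 8.53e-11). The same p-values gave 22 genes in C and W rats (13.6 by chance, p = 0.0232) and 10 in W and WRF rats (26.3 by chance, p = 0.000216).

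Without WRF51 and WRF62, 1 of the 3 genes was still shared by C and WRF rats. Leaving out any 1 of the 3 WRF series left 0 rhythmic WRF genes, and so 0 to share. A small overlap between lists of called genes does not test whether a gene's rhythm differs between groups.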

Interestingly, while phases of rhythmic gene expression in C rats were distributed across the 24-h day with most genes peaking between ZT0 and ZT20, rhythmic genes in both W and WRF rats displayed discrete peak phases of expression, i.e., ZT11-14 for W rats, and ZT7-9 and ZT20-21 in WRF rats (Fig. 2B, C). This suggests that shift work, which occurs recurrently from ZT2 to ZT10, stimulates gene expression at specific phases of the day, and that this peak of expression persists the day following shift work when animals are left undisturbed, i.e., when heart samples were collected on a Saturday (Fig. 2A).

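Among genes with the smallest rhythm p, the endocytic recycling gene Ehd4 peaked at ZT8.63 in C rats and the steroid receptor chaperone Fkbp5 at ZT18.1. The mitochondrial tRNA synthetase Sars2 peaked at ZT11.4 in W rats, and the endosomal gene Rbsn at ZT8.23 in WRF rats. Of the 500 genes with the smallest p in each group, 37.6% peaked at ZT11 to 14 in W rats, against 11.8% in C and 12.8% in WRF rats; peaks spread evenly over the day would give 12.5%. In WRF rats 19.6% peaked at ZT7 to 9 (C 8.4%, W 7.8%; even 8.33%) and 12.6% at ZT20 to 21 (C 1.6%, W 0.6%; even 4.17%). Of the C genes, 90.8% peaked between ZT0 and ZT20, with 83.3% for an even spread, 94.8% in W, and 81.8% in WRF rats.

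With WRF51 and WRF62 left out, the WRF shares were 7.4% at ZT7 to 9 and 1.2% at ZT20 to 21. Each library alone also moved them: without WRF62 they were 10.8% and 3.6%, and without WRF51 13.4% and 3.4%. Median-of-ratios scaling moved them to 8.8% and 21.4%. Of the 1166 WRF genes called by the combined p-values with all rats, 36.2% peaked at ZT7 to 9 and 11.4% at ZT20 to 21. Genes share rats and so peak together by chance too, and no p is given for these shares.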

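The mitochondrial ribosomal proteins Mrps34 and Mrpl27 peaked in WRF rats at ZT21.6 (relative amplitude 0.195, p = 0.0127, n = 18) and ZT20.2 (0.194, p = 0.0175), with q = 0.568 for each; in C rats their p was 0.662 and 0.613. Of 68 genes for mitochondrial ribosomal proteins, 0 passed q under 0.05 in WRF rats by harmonic regression and 14 had an unadjusted p under 0.05, with a mean peak at ZT20.8 (Fisher's exact test, adjusted p = 0.00176). The combined p-values called 23 of them. Without WRF51 there were 3 at an unadjusted p under 0.05 and 1 by the combined p-values. When WRF51 and WRF62 were left out, there were 4 and 8.

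The paper reads these peaks beside the recurring hours of work, ZT2 to ZT10. It infers, with a hedge, that work may raise expression at certain hours and that the peaks may outlast it into the free day. WRF51 was 1 of the 3 WRF rats collected at ZT9 and WRF62 1 of the 3 at ZT5. Rats on a working day were not sampled, so persistence from working to free days was not measured.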

**Fig. 2:**
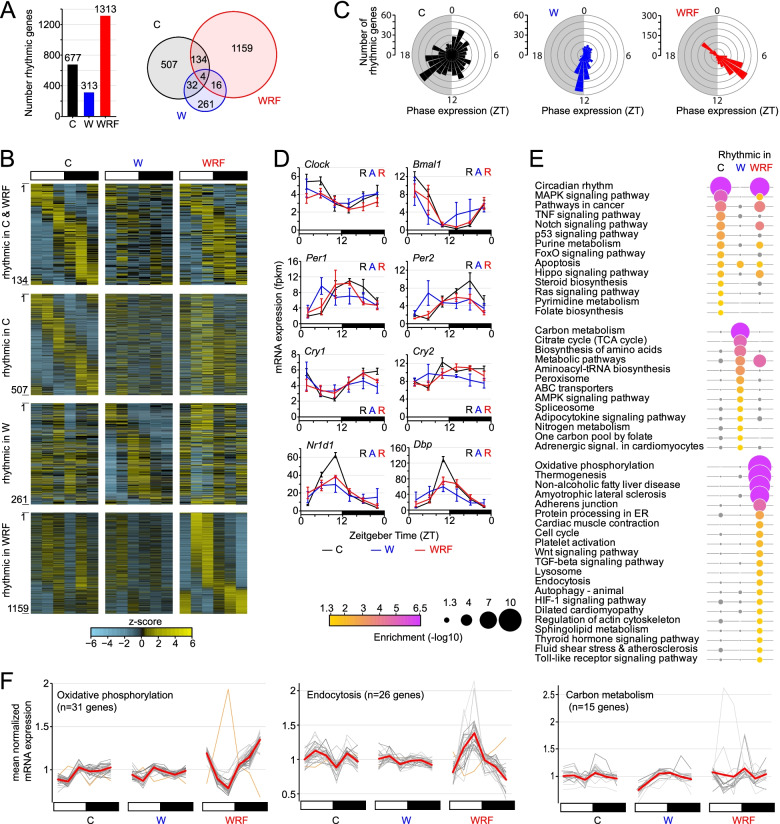
Effect of shift work on the cycling heart transcriptome. **A** Total number (left) and overlap (right) between rhythmically expressed genes for each group: control (C, black), shift worker (W, blue), or shift worker subjected to restricted feeding during work (WRF, red). **B** Heatmap visualization of rhythmic gene expression for genes rhythmic in both C and WRF groups, C only, W only, and WRF only. The signal for each timepoint corresponds to the average of 3 individual samples. Genes were ordered based on the phase of rhythmic gene expression of C rats for the top two heatmaps, while they were ordered based on the phase of rhythmic gene expression in W and WRF groups for genes rhythmic in W only and WRF only, respectively. **C** Rose plot representation of the phase of rhythmic gene expression in C, W, and WRF rat groups. **D** Clock gene rhythmic expression in the heart of C, W, and WRF rats. The signal corresponds to the mean +/- s.e.m of 3 animals per timepoint. Statistical analysis for rhythmic gene expression is displayed as R (rhythmic expression) or A (arrhythmic expression), and the font color refers to each group: C, black; W, blue; WRF, red. **E** KEGG pathway enrichment for genes being rhythmically expressed in C, W, and WRF rat heart. Pathways that are not enriched in certain groups (*p* > 0.05) are displayed in grey. Diameter of each circle is also proportional to the enrichment *q* value, with higher diameter for lower *q* values. **F** Expression profile of genes accounting for the enrichment of three KEGG pathways. The expression of individual genes is displayed in gray and the averaged expression in red. For the oxidative phosphorylation and endocytosis pathways (WRF enriched pathways), the rhythmic expression of one gene is in antiphase to all other genes; this gene is displayed in orange and was not taken into account for calculating the averaged expression

Examination of core clock gene expression showed that shift work alone impaired the molecular clock oscillation in the heart and that preventing food access during shift work restored rhythmic gene expression (Fig. 2D). However, the amplitude of rhythmic expression in WRF rats was significantly decreased for most clock genes (Fig. 2D, Additional file 2: Fig. S2A). Moreover, arrhythmic expression of clock genes in W heart was mostly due to differences in peak expression between biological replicates, with the replicate rhythm 2 showing out-of-phase rhythmic expression compared to the replicate rhythms 1 and 3 (Additional file 2: Fig. S2B). 

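Arntl, an activator at the core of the clock, had a relative amplitude of 1.26 in C, 0.638 in W, and 1.02 in WRF rats (n = 18 each). The repressor Per2 had 0.816, 0.221, and 0.697, and the output gene Ciart 1.49, 0.812, and 1.08. Of 13 clock genes, 10 were rhythmic in C, 0 in W, and 4 in WRF rats at q under 0.05. At an unadjusted p under 0.05 there were 13 in C, 2 in W (Clock, p = 0.0331, and Dbp, p = 0.0353), and 13 in WRF rats. The combined p-values called 13, 1, and 13. All 13 had a lower relative amplitude in W than in C rats, at a median of 48.5% of the C value (exact sign-flip p = 0.000244, the smallest that 13 genes allow). The median log2 ratio, -1.04 with all W rats, was -0.42 without W33 to W38.

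Gene by gene, no difference in rhythm between W and C rats passed correction, and among the clock genes the smallest p was that of Per2 (limma p = 0.000191, adjusted p = 0.404). The clock genes follow each other and are not independent, and the study chose them. Leaving out WRF51 left 1 of the 4 WRF genes past q under 0.05, and leaving out the series C17 to C22 left 0 of the 10 C genes. At an unadjusted p under 0.05, all 13 remained in WRF rats without WRF51. In C rats 11 remained without C17 to C22.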

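Nr1d1, a repressor of Arntl, had a relative amplitude of 0.689 in WRF rats, 59.3% of its value in C rats. Cry1, a repressor of the clock's activators, kept 60.2% of its C amplitude (0.265 against 0.441), Dbp 71.6%, Arntl 80.8%, Tef 96.5%, and Per3 98.6%. Cry2 alone was higher in WRF rats, at 124% of C. Over the 13 clock genes, 12 had a lower relative amplitude in WRF than in C rats, with a median of 81.6% (exact sign-flip p = 0.00439).

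For no single clock gene did the rhythm differ between WRF and C rats in limma; the smallest p was 0.0625, for Per2 (adjusted p = 0.618).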

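In W33 to W38, Arntl peaked at ZT16.2, against ZT0.221 in W17 to W22 and ZT0.734 in W1 to W11 (6 rats per series, 1 per time). The 3 C series peaked at ZT0.998, 1.15, and 2.20. In the same W series Dbp peaked at ZT2.65 and Nr1d1 at ZT23.2, against ZT10.2 to 10.5 and ZT8.07 to 8.32 in the C series. Over the 6 clock genes compared, W33 to W38 peaked earlier than the C rats by a median of 8.94 h (7.75 to 9.80 h); W1 to W11 did so by 0.623 h and W17 to W22 by 1.22 h. Without W33 to W38, 10 of 13 clock genes had an unadjusted p under 0.05 in W rats. Among them Arntl had a relative amplitude of 1.2 (p = 0.00227), Nr1d1 of 0.869 (p = 0.000106), and Dbp of 0.954 (p = 0.000709). None of these passed q under 0.05 (12 rats). A peak fitted to 6 rats carries no p. A whole series out of phase can come from its animals or from the order of its samples, and neither was tested here.

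**Figure D2:**
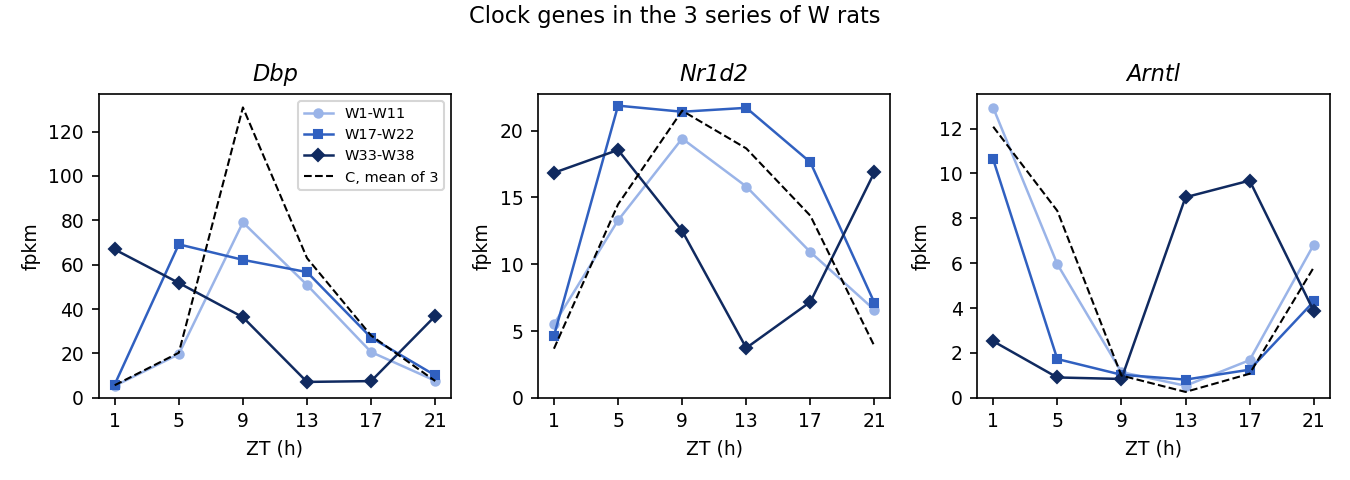
Clock genes in fpkm by ZT in each of the 3 series of W rats, with the mean of the 3 C rats at each time. Each point of a series is 1 rat; in W33 to W38 the peaks and troughs lie far from those of the other series.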

While it remains unclear why the molecular clock oscillation is shifted in only one replicate rhythm, it is possible that the heart molecular clock is less sensitive to shift work synchronizing cues (e.g., increased daytime food intake) than other tissues like the liver (see the “Discussion” section) [20, 22].

To determine if shift work reprograms the rhythmicity of specific biological pathways, we performed a KEGG pathway analysis [24] of genes being rhythmically expressed in either C, W, or WRF rats. Consistent with our finding that rhythmic genes poorly overlap between groups, most pathways were enriched in a group-specific manner (Fig. 2E, Additional file 1: Table S3). 

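Dusp5 and Dusp7, phosphatases that switch off MAP kinases, were rhythmic in C rats with relative amplitudes of 0.472 (peak ZT1.32, q = 0.0326, n = 18) and 0.313 (ZT14.8, q = 0.0428). Cdkn1a, a p53 target that halts the cell cycle, was rhythmic with a relative amplitude of 0.527 (ZT22.5, q = 0.00615). Sesn1, a stress sensor under p53 and FoxO, had 0.282 (q = 0.00868). Of 128 MAPK genes, 3 were rhythmic in C rats (Fisher's exact test, adjusted p = 0.891) and 15 had an unadjusted p under 0.05 (adjusted p = 0.0985). In WRF rats 13 MAPK genes had an unadjusted p under 0.05 (adjusted p = 0.586), 16 without WRF51 (adjusted p = 0.00571), and 18 without WRF51 and WRF62 (adjusted p = 0.143), against 1 in W rats. Of 83 genes of TNF, p53, and FoxO signaling, 5 were rhythmic (adjusted p = 0.0106) and 10 had an unadjusted p under 0.05 (adjusted p = 0.225).

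Of 18 glucocorticoid response genes, which overlap these lists, 4 were rhythmic in C rats (Ddit4, Per1, Cdkn1a, and Fkbp5; adjusted p = 0.000317). The test takes genes as independent, and the lists were fixed by hand rather than taken from KEGG.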

Genes being rhythmically expressed in C rats were enriched for various signaling pathways, including MAPK, TNF, p53, and FoxO signaling pathways (Fig. 2E). Although rhythmic genes in W and WRF rats were both enriched in metabolic pathways, the nature of these pathways was group-specific, likely reflecting differences in the timing of food intake between W and WRF rats [20]. Rhythmic genes in W rats were enriched in pathways involved in carbon metabolism, biosynthesis of amino acid and aminoacyl tRNA, and nitrogen metabolism, whereas rhythmic genes in WRF group were mostly involved in oxidative phosphorylation (Fig. 2E). 

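Ogdh and Dlst, subunits of the 2-oxoglutarate dehydrogenase of the citric acid cycle, both peaked at ZT13.1 in W rats, with relative amplitudes of 0.224 (p = 0.00525, n = 18) and 0.155 (p = 0.00534). Gars, which charges tRNA with glycine, peaked at ZT10.3 (relative amplitude 0.0854, p = 0.00307), and Vars, which does so with valine, at ZT12.0 (0.116, p = 0.0355). Each had q = 1.00. No gene of these lists was rhythmic in W rats at q under 0.05 by harmonic regression. At an unadjusted p under 0.05 there were 16 of 84 genes of carbon metabolism (Fisher's exact test, adjusted p = 1.77e-07) and 7 of 34 aminoacyl-tRNA synthetases (adjusted p = 0.00143). Carbon metabolism had 3 such genes in C and 2 in WRF rats.

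Of 81 genes of oxidative phosphorylation, 0 were rhythmic at q under 0.05 in any group, and 13 in WRF, 4 in W, and 0 in C rats had an unadjusted p under 0.05 (adjusted p = 0.0258 in WRF rats). Without WRF51 the 13 were 0, and without WRF51 and WRF62 10 (adjusted p = 0.914). Nitrogen metabolism and the biosynthesis of amino acids were not analysed here.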

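Myoz2, a protein of the Z-disc, peaked in WRF rats at ZT20.2 (relative amplitude 0.345, p = 0.0197, n = 18), and the troponins Tnnc1 and Tnni3 at ZT20.2 (0.294, p = 0.0417) and ZT20.7 (0.303, p = 0.043). The autophagy kinase Ulk2 peaked at ZT9.46 (0.253, p = 0.0189) and Scarb2, a receptor of the lysosomal membrane, at ZT10.1 (0.356, p = 0.0325). The endoplasmic reticulum chaperone Dnajc10 peaked at ZT11.6 (0.178, p = 0.0234). Each had q = 0.568. Harmonic regression called 0 members rhythmic in WRF rats among 78 genes of protein processing in the endoplasmic reticulum, 83 of lysosome and autophagy, and 46 of the sarcomere and cardiac muscle contraction. At an unadjusted p under 0.05 there were 3, 5, and 4, and by the combined p-values 7, 11, and 5; each list had an adjusted p of 1.00 (Fisher's exact test).

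Without WRF51 and WRF62 the numbers at an unadjusted p under 0.05 were 6, 4, and 6. Without WRF51 alone the sarcomere list had 1 gene at an unadjusted p under 0.05, and the combined p-values called 4, 5, and 1.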

Genes being rhythmically expressed in WRF rats were also enriched in pathways associated with membrane-enclosed organelles (e.g., protein processing in the endoplasmic reticulum, lysosome, endocytosis, and autophagy), as well as pathways associated with cardiac functions such as cardiac muscle contraction and dilated cardiopathy (Fig. 2E).

Given that most rhythmic genes in W and WRF rats peaked at discrete phases (Fig. 2C), we examined the expression of rhythmic genes from several enriched KEGG pathways (Fig. 2F). Remarkably, rhythmic genes from the same enriched pathways displayed similar patterns of expression (Fig. 2F, Additional file 1: Table S4, Additional file 2: Fig. S3). For example, the expression of 30 out of 31 rhythmic genes involved in oxidative phosphorylation was highly coordinated in WRF rats, with trough expression at ZT9 at the end of shift work. Similarly, 25 out of 26 rhythmic genes involved in endocytosis displayed similar expression profiles in WRF rats, with peak expression at the end of shift work. Moreover, 15 rhythmic genes in W rats involved in carbon metabolism showed similar profiles of expression and peaking a few hours after the end of shift work.

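Of 68 mitochondrial ribosomal protein genes, 63 peaked within 3 h of their common mean peak in WRF rats (n = 18). Of 78 genes of the endoplasmic reticulum 64 did so, of 83 of lysosome and autophagy 62, and of 46 of the sarcomere 34. All 7 aminoacyl-tRNA synthetases at an unadjusted p under 0.05 in W rats, such as Farsb, the beta subunit that charges phenylalanine, peaked within 3 h of ZT12.1. With WRF51 and WRF62 left out, the numbers in WRF rats were 55, 44, 37, and 11, and the mean peak of the sarcomere list was at ZT4.96 in place of ZT18.4. Without WRF51 alone, 29 genes of lysosome and autophagy and 21 of the sarcomere peaked together.

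The cytosolic ribosomal proteins, of which 0 had an unadjusted p under 0.05 in WRF rats, also peaked together, 72 of 78 within 3 h. A shared peak therefore appears without a rhythm of the single genes, and no p is given for it.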

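Atp5d, a subunit of the ATP synthase, peaked at ZT20.7 in WRF rats (relative amplitude 0.269, p = 0.0212, n = 18) and Ndufb10, a subunit of complex I, at ZT21.0 (0.281, p = 0.0236). Cox6b1, a subunit of cytochrome oxidase, peaked at ZT20.5 (0.248, p = 0.0272). In C rats their p was 0.601, 0.827, and 0.849. The mean of all 81 genes of oxidative phosphorylation, relative to each gene's own mean in WRF rats, was 1.05 at ZT1, 0.866 at ZT5, 0.910 at ZT9, 0.950 at ZT13, 0.996 at ZT17, and 1.18 at ZT21. Of the 81 genes, 77 peaked within 3 h of ZT20.4. By the combined p-values 31 were rhythmic in WRF rats, all 31 within 3 h of their mean peak (Fisher's exact test, adjusted p = 6.91e-09).

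WRF51, a library with lung transcripts, was 1 of the 3 WRF rats at ZT9. Without it 1 gene was rhythmic by the combined p-values, and 75 peaked within 3 h of ZT20.1; without WRF51 and WRF62 10 were rhythmic, and 74 peaked within 3 h of ZT23.1. Myh6, the main myosin of the ventricle, was at 52.1 fpkm in WRF51 and at 371 in WRF62, against 2855 at the median of C rats.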

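Vps35, a part of the retromer that sorts cargo out of endosomes, peaked at ZT8.36 in WRF rats (relative amplitude 0.299, p = 0.0156, n = 18). Smad7, an inhibitor of TGF-beta signaling that directs receptors to degradation, peaked at ZT9.45 (0.412, p = 0.0259). Cltb, a light chain of clathrin, peaked at ZT19.6 (0.252, p = 0.0212). Of 160 endocytosis genes, 0 were rhythmic in WRF rats at q under 0.05 by harmonic regression and 15 had an unadjusted p under 0.05 (Fisher's exact test, adjusted p = 0.652), 14 of them within 3 h of ZT8.80. The combined p-values called 28 (adjusted p = 0.153), 27 of them within 3 h of their mean peak. In C rats 1 gene was rhythmic, Ehd4, and 7 had an unadjusted p under 0.05; in W rats 2 did. The mean of all 160 genes in WRF rats, relative to each gene's mean, was highest at ZT9 (1.11) and lowest at ZT21 (0.872).

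Without WRF51, the combined p-values called 7 genes, and 9 had an unadjusted p under 0.05. When WRF51 and WRF62 were left out, they called 18, and the mean peak of the 160 genes was at ZT11.9, with 101 of them within 3 h of it against 128 with all rats.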

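Shmt2, which links serine to one-carbon metabolism in mitochondria, peaked at ZT13.1 in W rats (relative amplitude 0.120, p = 0.0122, n = 18). The hexokinase Hk1 peaked at ZT9.23 (0.0990, p = 0.0107); both had q = 1.00. Of the 16 genes of carbon metabolism at an unadjusted p under 0.05, 14 peaked within 3 h of their mean of ZT13.1. The combined p-values called 14 of the 84 genes (Fisher's exact test, adjusted p = 2.15e-07), 12 of them within 3 h of their mean peak. Over all 84 genes the mean relative to each gene's own mean ran from 0.907 at ZT1 to 1.05 at ZT9, 1.02 at ZT13, and 1.00 at ZT21, and 56 genes peaked within 3 h of ZT13.2.

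W17, 1 of the 3 W rats at ZT1, was low in ventricular markers (mean log2(fpkm + 1) of 8.41, with 9.90 in the nearest rat of its series). In the same W rats clock genes of W33 to W38 were out of phase with the other series. The 84 genes were listed by hand and are not the KEGG pathway.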

Taken together, our data indicate that both shift work and shift work without food intake profoundly reprogram the heart cycling transcriptome. 

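Rhobtb1, a substrate adaptor for ubiquitin ligases, had a relative amplitude of 0.864 in C rats (q = 0.000152) and of 0.252 in W rats (p = 0.417; n = 18 each). The test of a different rhythm between W and C rats gave p = 0.000132 for it, with an adjusted p of 0.404. Adcy6, the main adenylyl cyclase of cardiac muscle, had 0.267 in C rats (q = 0.0151) and 0.0185 in W rats (p = 0.970); the test of the difference gave p = 0.0168 and an adjusted p of 1.00. In WRF rats the 2 genes kept relative amplitudes of 0.679 (p = 8.28e-05) and 0.187 (p = 0.0226). No gene had a different rhythm between W and C rats past correction in limma. At an unadjusted p under 0.05 there were 188, fewer than the share of 0.05 of the 10257 genes that chance gives on average. Between WRF and C rats 0 passed and 591 had an unadjusted p under 0.05. Leaving out the series W1 to W11 let 6 genes pass between W and C rats. A gene called in 1 group and not in another has not thereby been shown to differ between them.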

Many genes normally expressed rhythmically in rat heart across the 24-h day lose rhythmicity. Conversely, both shift work protocols lead to the emergence of new rhythms of gene expression, which for the most part occur at discrete phase across the day and are likely to be directly induced by the lack of food intake during shift work or by shift work alone.

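Scarb2 had a relative amplitude of 0.0394 in C and 0.356 in WRF rats, and the test of a different rhythm gave p = 0.148 (limma, n = 18 each). For Myoz2 the amplitudes were 0.0446 and 0.345 (p = 0.0364, adjusted p = 0.618). For Ogdh they were 0.0238 in C and 0.224 in W rats (p = 0.199, adjusted p = 1.00). Between WRF and W rats no gene had a different rhythm past correction, and 688 did at an unadjusted p under 0.05, among them Vps35 (p = 0.0291). Without WRF51 and WRF62 that number was 310, and the number between WRF and C rats at an unadjusted p under 0.05 was 231. Without WRF51 alone the numbers were 235 and 228, and without the series WRF50 to WRF55 304 and 225. They rose to 1301 and 1248 with the rat series as a term, and to 2912 and 2729 without WRF1 to WRF6. In each of these settings 0 genes passed correction. Chance alone would give on average a share of 0.05 of the 10257 genes. That is more than each of the numbers without WRF51 or without WRF50 to WRF55. W and WRF rats did the same work and differed in access to food during it. No group had its food restricted without work.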

### Gene expression in the heart is profoundly altered in shift workers subjected to restricted feeding

To further investigate the effects of shift work in the heart, we also performed an analysis of differential gene expression between the 3 groups (Fig. 1). This analysis revealed that 944 genes (9.2% of all expressed genes) were affected by shift work (Fig. 3A, Additional file 1: Table S5, Additional file 2: Fig. S4). 

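The genes that differed included Camk2a, a calcium-dependent kinase, with a median of 3.03 fpkm in C (interquartile range 2.74 to 3.50), 2.52 in W (2.40 to 2.85), and 2.15 in WRF rats (1.5 to 2.64; n = 18 each, Kruskal-Wallis adjusted p = 0.0181). Npc2, which exports cholesterol from lysosomes, differed as well, with 49.6, 50.5, and 63.3 fpkm (adjusted p = 0.011). In all, 941 of 10257 genes (9.17%) differed among C, W, and WRF rats at an adjusted p of at most 0.05. At an unadjusted p of at most 0.05 there were 2950, and at an adjusted p of at most 0.1 1826. Limma called 1244 genes.

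With WRF51 and WRF62 left out, 659 genes differed, of which 495 were among the 941. Leaving out WRF44 left 525 and leaving out WRF3 gave 1600. Whole series mattered more. By the rank tests 0 genes differed without WRF41 to WRF62 or without WRF50 to WRF55, and 3201 without WRF1 to WRF6. Limma called 120, 174, and 3646 genes in the same order. With the means of the 9 series as replicates limma called 0.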

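Aif1, a protein of activated macrophages, was among the genes that differed in WRF rats only (13.4 fpkm in C, 14.4 in W, and 19.1 in WRF rats; Kruskal-Wallis adjusted p = 0.0495, n = 18 each). Of the 941 genes, 897 differed between WRF rats and another group with no difference between W and C rats. Between W and C rats 44 genes differed (Mann-Whitney p under 0.05), 24 of them higher and 20 lower in W, and 15 of the 44 did not differ between WRF and C rats. Tested over all genes, 0 passed correction between W and C rats (Mann-Whitney), 271 had an unadjusted p under 0.05, and limma called 0, with 94 at an unadjusted p under 0.05. Both the 271 and the 94 are below the share of 0.05 of the 10257 genes that chance gives on average. The 44 were 23 without WRF51 and WRF62, 27 without WRF44, and 86 without C35. Leaving out a whole series, they ran by the rank tests from 0 (without WRF41 to WRF62) to 1081 (without C33 to C38).

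As a list, 78 cytosolic ribosomal protein genes had a median log2 difference of 0.08 between W and C rats (camera, adjusted p = 2.63e-13; adjusted p = 0.959 with an estimated correlation). It turned to -0.0187 without C25 to C30, and to -0.0752 in the 24 rats whose numbers occur in both groups, which leave out C25 to C30 and W1 to W11. The 21 liver genes had 0.61 (adjusted p = 2.82e-18; 0.676 with an estimated correlation), and in W21 19 of the 21 were the highest of all rats. The 34 aminoacyl-tRNA synthetases were lower in W rats (adjusted p = 0.00654), as were 26 stress and immediate early genes (-0.09, adjusted p = 0.00654) and 11 smooth muscle markers (-0.17, adjusted p = 0.00804). Spliceosome genes (0.02) and 4 skeletal muscle markers (0.20) were higher (adjusted p = 0.0351 for both). The spliceosome difference turned to -0.0190 in the 24 rats whose numbers occur in both groups, and to -0.00400 without W1 to W11. It was highest without W33 to W38, at 0.0305. With an estimated correlation the adjusted p was 0.949 for skeletal muscle and 0.959 for each of the other lists of these 5.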

Remarkably, the misregulation of heart gene expression by shift work was almost exclusively restricted to the WRF group (*n* = 904 genes; W, *n* = 40 genes) (Fig. 3A). In particular, the expression of 808 genes were significantly increased in WRF rats when compared to C and W rats, while only 67 genes exhibited a decreased expression (Fig. 3B).

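Postn, a matrix protein of activated fibroblasts, had a median of 1.35 fpkm in C (interquartile range 1.10 to 3.22), 2.47 in W, and 8.25 in WRF rats (3.87 to 10.3; adjusted p = 0.0144, n = 18 each). Of the genes of fat, Cfd, a complement protease, rose from 6.66 to 20.4 fpkm between C and WRF rats, Scd, a fatty acid desaturase, from 0.443 to 2.94, and Thrsp, a regulator of lipid synthesis, from 0.587 to 4.64. Apoe, a lipid carrier, rose from 154 to 316 fpkm. Nrp1, a receptor of semaphorins and VEGF, fell from 18.5 to 8.46 fpkm (adjusted p = 0.0377), Ntn1, a guidance cue, from 8.81 to 5.15, and Epas1, a hypoxia factor of endothelium, from 56.0 to 36.9. In all, 808 genes were higher and 67 lower in WRF rats than in both other groups (Kruskal-Wallis, then Mann-Whitney). The median fold of WRF over C was 1.23 for the higher and 0.720 for the lower genes, and 13 of the 808 reached 2-fold.

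The medians of all 3 WRF series lay above C in 744 of the 808 genes and below it in 62 of the 67. Scaling the values by median-of-ratios gave 209 higher genes, of which 206 were among the 808, and 195 lower, of which 63 were among the 67; it moved the median log2 difference of all genes between WRF and C rats from 0.08 to 0.00. When WRF51 and WRF62 were left out, 572 were higher (432 of the 808) and 51 lower (26 of the 67). Without WRF44 there were 471 and 18, and without WRF3 1303 and 186; without WRF62 alone 44 were lower. By the rank tests there were 0 and 0 without the series WRF41 to WRF62 or WRF50 to WRF55, and 2463 and 517 without WRF1 to WRF6. Limma called 110 and 3, 166 and 2, and 2879 and 636 in the same order, against 1071 and 138 with all rats. When whole series were drawn into groups, 25 of 100 draws gave as many genes called higher in 1 group.

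Of 11 adipocyte markers, 4 were called higher (Cfd, Thrsp, Scd, and Pck1), with a median log2 difference of 1.58 (camera, adjusted p = 0.000558; adjusted p = 0.662 with an estimated correlation). Adipoq, a hormone of fat cells, exceeded 1 fpkm in 4 C, 6 W, and 11 WRF rats. Flt1 and Robo4 of 15 endothelial markers were called lower (list, adjusted p = 0.000409; 0.662 with an estimated correlation). The medians of 12 ventricular markers had a fold of 1.01, while their log2 difference was -0.38 (adjusted p = 0.000537; 0.662 with an estimated correlation), and 0.12 without WRF51 and WRF62.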

**Fig. 3:**
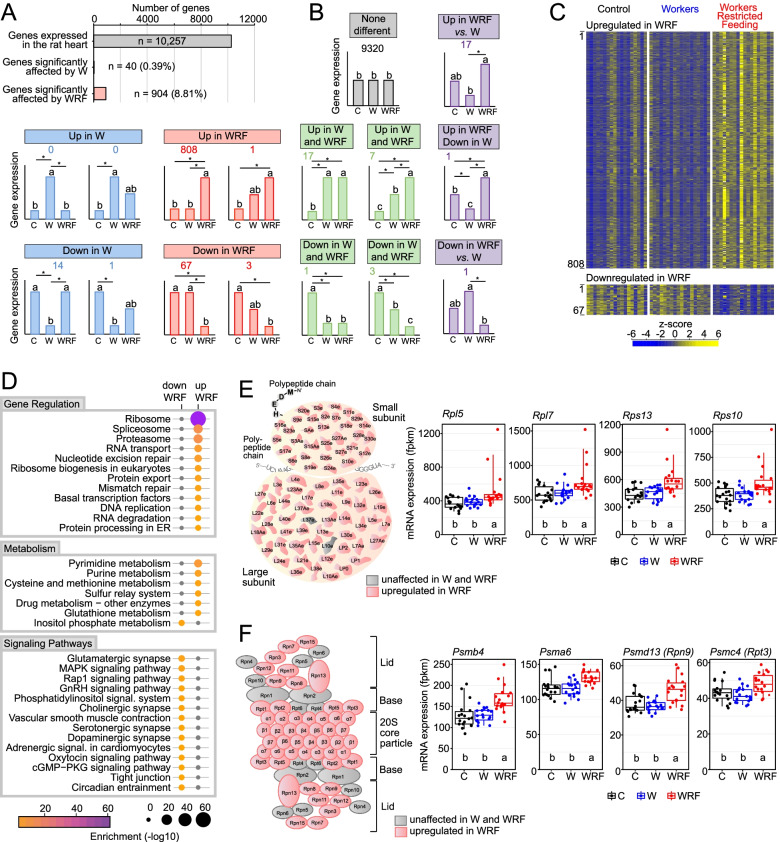
Effect of shift work on cardiac gene expression. **A**, **B** Number of differentially expressed genes between C, W, and WRF groups (**A**), and description of the significant effects between groups after Mann-Whitney *U* test post hoc analysis (**B**). Genes were considered differentially expressed between groups if *q* value ≤ 0.05. Categories of statistically significant differential gene expression are illustrated by bar graphs with the total number of genes written above for each category. Groups with different letters are significantly different. The majority of the differentially expressed genes were either upregulated (*n* = 808) or downregulated (*n* = 67) in WRF compared to C and W. **C** Heatmap of standardized gene expression for genes upregulated or downregulated in WRF rats. The 18 animals used for each paradigm are sorted by the time of euthanasia. Higher levels of gene expression are displayed in yellow. **D** Gene Ontology and KEGG pathways analysis of genes being significantly upregulated in the heart of WRF rats (*n* = 808). **E, F** Left: Illustration of the 80S ribosome (**E**) and 26S proteasome (**F**), with upregulated genes in WRF rats vs*.* C and W rats being displayed in red. Genes whose expression is unaffected are displayed in gray. Right: expression profiles of ribosomal genes (**E**) and proteasomal genes (**F**) being upregulated in WRF rats. Each dot represents individual fpkm values. Groups with different letters are significantly different (*p* < 0.05, Kruskal–Wallis test)

Visualization of altered gene expression with heatmaps revealed biological variation between rats from the same group, indicating that rats were not equally affected by the different shift work protocols (Fig. 3C). This variation was not time-dependent, as strong effects of WRF protocol were observed for heart samples collected at every time point. 

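Psmb4, a subunit of the proteasome called higher in WRF rats, had medians of 175 fpkm in WRF41 to WRF62, 153 in WRF1 to WRF6, and 166 in WRF50 to WRF55 (6 rats each). The C series had 118, 106, and 156. Rpl7, a protein of the large ribosomal subunit, had 694, 697, and 700 in the WRF series. Over all called genes, a score per rat (mean z-score of the 808 higher genes minus that of the 67 lower) had a median of -0.692 in C (range -2.44 to 1.34), -0.460 in W (-2.06 to 0.271), and 1.07 in WRF rats (-0.549 to 3.56). The WRF series had medians of 1.75, 0.280, and 1.53, and the C series of -0.823, -1.57, and 0.612, so C33 to C38 lay above WRF1 to WRF6. Series accounted for 47.3% of the variance of the score in C rats (permutation p = 0.00932), 44.3% in W (p = 0.0134), and 35.6% in WRF rats (p = 0.0368).

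The highest scores were those of WRF51 (3.56) and WRF62 (3.46), and without them series held 23.7% in WRF rats (p = 0.173). Myl7 had medians of 3357, 6.88, and 2251 fpkm in the 3 WRF series and Adipoq 7.93, 0.0722, and 33.8. The genes of the score were picked on the same rats, so it ranks rats within a group and does not test the groups.

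**Figure D3:**
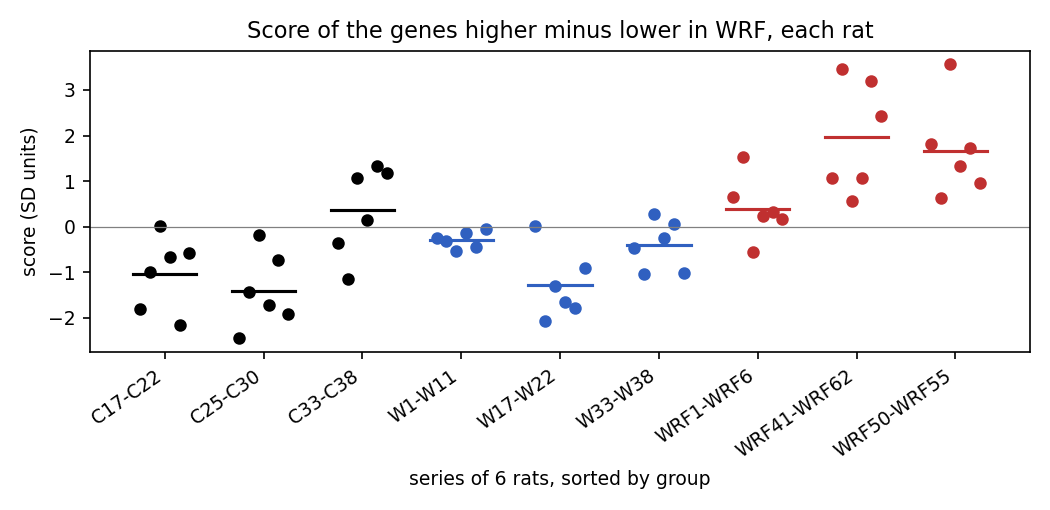
Score of the genes called higher minus lower in WRF rats, in SD units, for each series of 6 rats. Each point is 1 rat and each bar the mean of its series; the WRF1 to WRF6 series lies below the other WRF series.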

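The score of the 808 higher and 67 lower genes had medians in WRF rats of 1.07 at ZT1, 1.53 at ZT5, 0.563 at ZT9, 1.08 at ZT13, 1.73 at ZT17, and 0.965 at ZT21 (3 rats each). Time of day accounted for 9.40% of its variance in WRF rats (permutation p = 0.932), 27.8% in C (p = 0.494), and 16.2% in W rats (p = 0.800). The ribosomal protein genes among the 808 had 0 members with a rhythm at an unadjusted p under 0.05 in WRF rats. With 3 rats per time, a moderate dependence on time would not be detected.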

Rather, the effects on gene expression appeared to be individual-specific, with individuals affected by shift work displaying a homogenous transcriptional response to shift work, i.e., the impact of shift work on gene expression was observed for most genes (Fig. 3C). This suggests that shift work in WRF rats impacts entire transcriptional programs rather than random genes and that some key master transcriptional regulators are affected by the lack of food intake during shift work.

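All 18 WRF rats had a score above the median C rat, and 7 lay above the highest C rat. Of the 808 genes called higher, the share above the C median was 99.9% in WRF53 and 98.9% in WRF50, and 44.7% in WRF3 and 66.3% in WRF6. The genes were picked as differing in these same rats, so neither the scores nor these shares test the groups. The 808 genes had a mean correlation with each other of 0.428 within WRF rats and 0.582 within C rats, against 0.134 and 0.161 for genes drawn at random. Without WRF51 and WRF62 it was 0.380 within WRF rats, against 0.119.

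The authors saw rats of the same group differ in the heatmap, at every time of day, with most genes of a rat moving together. To them the effects looked specific to single animals, and they infer with caution that whole programs of transcription and some of their regulators may be affected in WRF rats. Series of rats, which lie within groups and so include their share, held 26.5% of the variance of the first principal component of all genes (permutation p = 0.0531) and 65.1% of that of the second (p = 1e-05, the smallest possible). The components held 35.4% and 17.8% of the variance. The same genes also moved together in C rats, which had no shift work.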

To get insights into the transcriptional programs and biological pathways that were affected in the heart of WRF rats, we performed a KEGG pathway analysis using the 808 and 67 genes that were upregulated and downregulated in WRF rats, respectively. This analysis revealed a significant upregulation of pathways associated with gene expression, including ribosome biogenesis, proteasome, spliceosome, and protein processing in the endoplasmic reticulum (Fig. 3D). In particular, 73 out of the 75 ribosomal protein genes that constitute the eukaryotic 80S ribosome showed increased expression in WRF rats (Fig. 3E). Similarly, 26 out of the 34 genes that make up the eukaryotic 26S proteasome displayed increased expression in WRF rats (Fig. 3F). 

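Snrpg, a core protein of splicing particles, rose from a median of 70.1 fpkm in C rats (interquartile range 59.2 to 86.2) to 100 in WRF rats (88.1 to 122), with 76.4 in W rats (adjusted p = 0.011, n = 18 each; limma log2 difference 0.65 ± 0.128). Mrto4, which matures the large ribosomal subunit, rose from 6.02 to 7.64 fpkm, and Nop10, part of the particles that modify ribosomal RNA, from 57.3 to 72.3 (both adjusted p = 0.011). Ssr4, a subunit of the translocon complex of the endoplasmic reticulum, rose from 64.4 to 77.4 fpkm, and Sec61b, of its channel, from 31.4 to 39.6. Of 78 genes of ribosome biogenesis 20 were called higher in WRF rats (Fisher's exact test, adjusted p = 1.55e-05), and 29 when adjusted over the list alone. Of 82 spliceosome genes 25 were (adjusted p = 2.78e-08), and 34 when adjusted over the list alone. Of 78 genes of protein processing in the endoplasmic reticulum 10 were (adjusted p = 0.398), and 12 adjusted over the list alone. None was lower.

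By camera the adjusted p was 4.04e-07 for ribosome biogenesis, 3.34e-08 for the spliceosome, and 0.164 for the endoplasmic reticulum; with an estimated correlation it was 0.662, 0.662, and 0.867. Of 68 mitochondrial ribosomal proteins 12 were called higher, among them Mrps33 (37.0 to 52.1 fpkm; list, adjusted p = 0.00195; 0.763 with an estimated correlation).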

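Rps27, a protein of the small ribosomal subunit, had a median of 1186 fpkm in C (interquartile range 1002 to 1435), 1337 in W, and 1674 in WRF rats (1478 to 1941), with all 18 WRF rats above the C median (adjusted p = 0.011; limma log2 difference 0.57 ± 0.120). Rps16 rose from 436 to 587 fpkm between C and WRF rats, Rps13 from 428 to 552, and Rpl5, which also carries 5S RNA, from 362 to 442 (n = 18 each). Of 78 cytosolic ribosomal protein genes measured, 71 were called higher in WRF than in C and W rats and 0 lower, and 76 were when adjusted over the list alone. The fold of medians, WRF over C, had a median of 1.29 over the 78 genes. Fisher's exact test of the 71 against all other genes gave an adjusted p of 1.75e-69. Camera gave an adjusted p of 3.04e-33, and 0.662 with an estimated correlation.

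By the rank tests 38 of the genes were called higher without WRF51 and WRF62, 47 without WRF44, and 30 after median-of-ratios scaling. In limma, WRF against C rats, all 71 passed without WRF51 and WRF62, and 69 of the 71 after that scaling. Leaving out whole series, the number called by the rank tests ran from 0 (without WRF41 to WRF62) to 72 (without W33 to W38). Without WRF50 to WRF55 the rank tests called 0 genes of any kind, while limma called 174 genes differing among the groups. The median log2 difference of the 71 genes, 0.47 with a standard error of 0.115, was 0.37 without WRF51 and WRF62 and 0.38 after that scaling.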

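Psmb1, a beta subunit of the proteasome core, had a median of 130 fpkm in C (interquartile range 121 to 142), 139 in W, and 157 in WRF rats (149 to 173), with all 18 WRF rats above the C median (adjusted p = 0.0109; limma log2 difference 0.27 ± 0.0578). Psma4, an alpha subunit, rose from 65.2 to 78.0 fpkm and Psmd13, of the regulatory particle, from 36.0 to 46.4 (n = 18 each). Psmc4, an ATPase of the same particle, had 43.1 and 47.9 fpkm and was not called (adjusted p = 0.0507). Of 35 proteasome genes 18 were called higher in WRF rats (Fisher's exact test, adjusted p = 3.36e-10) and 0 lower, and 22 were higher when adjusted over the list alone. The median fold over the 35 genes was 1.15. Camera gave an adjusted p of 2.81e-07, and 0.662 with an estimated correlation.

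When WRF51 and WRF62 were left out, 17 were called, 15 of them among the 18. After median-of-ratios scaling 1 gene was called, and the median log2 difference of the 18 genes went from 0.24 to 0.14.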

Interestingly, genes upregulated in WRF were also enriched for pathways associated with the cell cycle, such as DNA replication, nucleotide excision repair, mismatch repair, and purine and pyrimidine metabolism. Together, these data suggest that changes in gene expression in the heart of WRF rats are associated with increased gene expression and cell division, a feature that may be related to cardiac hypertrophy as suggested in other studies [25–27].

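Rfc4, a subunit of the clamp loader of DNA replication, rose from a median of 4.57 fpkm in C rats (interquartile range 4.07 to 5.46) to 6.25 in WRF rats (5.56 to 7.41), with 5.02 in W rats (adjusted p = 0.0157, n = 18 each; limma log2 difference 0.49 ± 0.124). Pold4, a subunit of DNA polymerase delta, rose from 11.5 to 14.6 fpkm, and Rrm1, which makes deoxynucleotides, from 8.76 to 11.0 (adjusted p = 0.0497). H2afz, a histone variant, rose from 60.7 to 73.4 fpkm. Ccnd3, a cyclin of G1, was not called (adjusted p = 0.0658). Of 56 genes of DNA replication and repair 11 were called higher in WRF rats (Fisher's exact test, adjusted p = 0.0296) and 0 lower, and 14 were higher when adjusted over the list alone. Camera gave an adjusted p of 0.000558, and 0.763 with an estimated correlation.

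Of 21 proliferation genes, Rrm1 and H2afz were called (camera, adjusted p = 0.0300; 0.763 with an estimated correlation), and without WRF51 and WRF62 the list had an adjusted p of 0.330. Purine and pyrimidine metabolism was not analysed here, and mRNA levels do not count dividing cells.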

The KEGG pathway analysis also revealed that genes exhibiting decreased expression in WRF rats were associated with various signaling pathways, including cholinergic synapse and adrenergic signaling in cardiomyocytes (Fig. 3D). 

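Cacna1c, the pore of the cardiac L-type calcium channel, fell from a median of 9.15 fpkm in C rats (interquartile range 6.73 to 11.9) to 6.77 in WRF rats (4.62 to 8.05), with 8.82 in W rats (adjusted p = 0.0464, n = 18 each; limma log2 difference -0.65 ± 0.176). Plcb4, a phospholipase under G proteins, fell from 13.0 to 9.37 fpkm (adjusted p = 0.0431). The muscarinic receptor Chrm2 had medians of 11.7 and 4.97 fpkm and the adrenergic receptor Adra1a 4.00 and 1.77, and neither was called (adjusted p = 0.101 and 0.126). Calm2, a calmodulin, rose from 49.2 to 67.4 fpkm, and Ppp1ca, a phosphatase, from 99.6 to 120. Of 91 genes of calcium, adrenergic, and cholinergic signaling 2 were called lower and 4 higher, and 4 each when adjusted over the list alone; 18 were lower and 7 higher at an unadjusted p under 0.05.

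The list had a median log2 difference of -0.17 (camera, adjusted p = 3.79e-06; 0.662 with an estimated correlation). Without WRF51 and WRF62 that difference was -0.0896 (adjusted p = 0.00348). Of 46 sarcomere genes 0 were higher and 2 lower, Cacna1c and the myosin Myh7b, with a median of -0.35 (adjusted p = 1.43e-08; 0.662 with an estimated correlation). Without WRF51 and WRF62, which held little heart muscle RNA, the sarcomere list had an adjusted p of 0.281. Of 128 MAPK genes 1 was called lower and 2 higher, with a median of -0.03 (adjusted p = 0.00272; 0.763 with an estimated correlation). That median turned to 0.0104 without C17 to C22, 0.0533 without C25 to C30, and 0.00367 without WRF1 to WRF6. It was lowest without C33 to C38, at -0.12.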

While it is unclear why various signaling pathways are enriched for decreased gene expression in the heart of WRF rats, this may reflect the conflicting information between activity (i.e., work) and lack of food intake that WRF rats experienced.

### Altered gene expression in the heart of shift workers subjected to restricted feeding is associated with transcription factors known to regulate heart biology

The homogenous change in gene expression that was observed in each WRF rat (Fig. 3C) suggests that transcriptional programs driven by specific transcription factors are altered. Findings by the ENCODE consortium and others revealed that ~95% of transcription factors bind in open chromatin regions, i.e., in genomic regions that are more sensitive to mild nuclease digestion [28–30]. To get insights into the mechanisms underlying differential gene expression between WRF vs. C and W rats, we set out to uncover open chromatin regions in rat heart by carrying out DNase-Seq to identify the transcription factors that may be involved.

Analysis of our rat heart DNase-Seq dataset revealed that 28,514 genomic regions were more accessible to DNase I digestion, with a vast majority being located as expected in intergenic regions, transcription start sites, and introns (Fig. 4A, Additional file 1: Table S6). To further assess the quality of our dataset, we performed a cross-comparison of heart DNase-Seq peaks between rat and mouse using mouse heart DNase-Seq datasets from the mouse ENCODE project [28]. Using stringent peak calling, we found that that 71.2% of the rat DNase-Seq peaks overlapped with mouse DNase-Seq peaks (15,480 peaks out of 21,750 peaks) (Fig. 4B). Importantly, visualization of rat and mouse DNase-Seq profiles over syntenic genomic regions confirmed that many DNase hypersensitive sites (DHS, i.e., open chromatin regions) are conserved between rat and mouse, thereby validating our rat heart DNase-Seq dataset for further analysis of the transcription factors that contribute to the changes in gene expression in WRF rats (Fig. 4C).

**Fig. 4:**
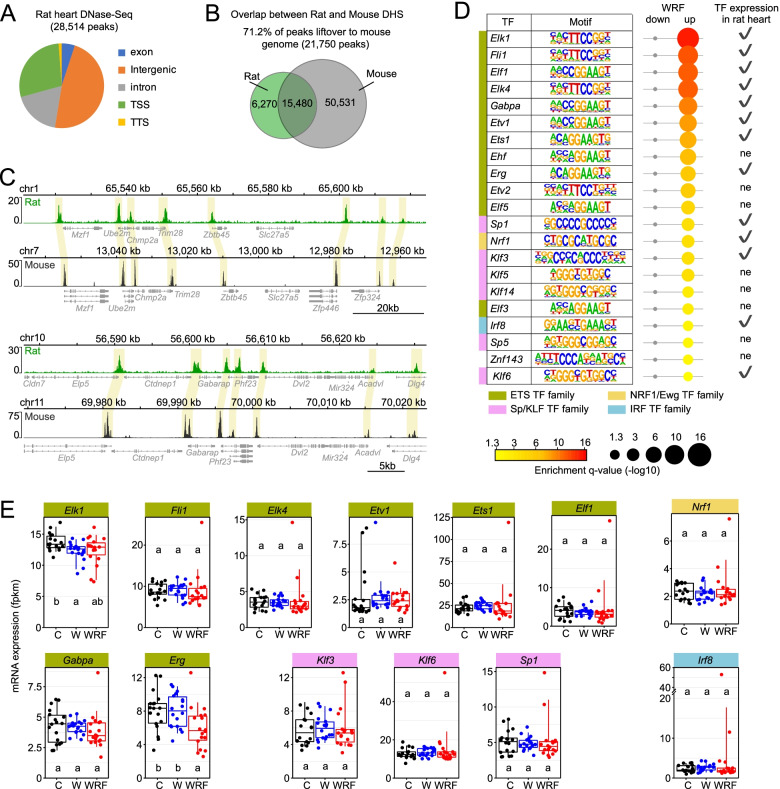
Transcription factor motif analysis at genes being misregulated in the heart of WRF rats. **A** Genomic location of DNase I hypersensitive sites in the rat heart (average signal of two independent DNase-Seq datasets). **B** Overlap between rat and mouse DNase-Seq peaks in the heart. Rat heart DNase-Seq peaks were converted to mouse 10mm genome with LiftOver and then overlapped with mouse heart DNase-Seq peaks (ENCODE project dataset). 76% of the lifted-over rat DHS overlapped with the mouse ENCODE dataset. **C** IGV browser visualization of rat and mouse DNase-Seq reads at two syntenic genomic regions to illustrate the conservation of DNAse-Seq peaks between the two species. **D** Motif analysis at DNase I hypersensitive sites located within genes being downregulated or upregulated in WRF rats. Motifs with a *q* value < 0.05 are colored from yellow to red with red being the most significant. Lack of enrichment for a motif (*p* > 0.05) is displayed in gray. Diameter of each circle is also proportional to the enrichment *q* value, with higher diameter for lower *q* values. Transcription factors expressed in the rat heart are illustrated with a checkmark and those that are not expressed in the rat heart are labeled ne. **E** Expression profiles of several transcription factors whose motif is enriched in DNase-Seq peaks located in genes upregulated in WRF rats. Each dot represents individual fpkm values. Groups with different letters are significantly different (*p* < 0.05, Kruskal–Wallis test)

To identify these transcription factors, we conducted a motif analysis using HOMER in the open chromatin regions located within the 808 and 67 genes that were significantly increased and decreased in WRF rats, respectively [31]. Several consensus motifs were identified, including those bound by the transcription factors belonging to the ETS family, the KLF family, NRF family, bHLH family, and for Ronin (Fig. 4D, Additional file 1: Table S7). Interestingly, many of these transcription factors have been involved in the development of cardiovascular disorders and cardiac fibrosis (Table 1). For example, the ETS transcription factor *Ets1* has been shown to mediate angiotensin II-related cardiac fibrosis and cardiac hypertrophy [32, 33], while increased ETV1 activity has been shown to induce atrial remodeling and arrhythmia [34]. Moreover, the SP/KLF family transcription factors *Klf3* and *Klf6* have been involved in cardiovascular development and associated with cardiac fibrosis, respectively [35, 36]. In addition, the IRF family transcription factor IRF8 has been shown to suppress pathological cardiac remodeling by inhibiting calcineurin signaling [37] (Table 1).

**Table 1:** Transcription factors whose motif are enriched in genes up-regulated in WRF and their involvement in cardiovascular diseases

Transcription factors	Role in cardiovascular diseases	References
**ETS family**		
ELK1, ELK4	Involved in the cardiac gene regulatory network	[38]
ETS1	Mediates angiotensin II-related cardiac fibrosis and cardiac hypertrophy	[32, 33]
ETV1	Induces atrial remodeling and arrhythmia	[34]
	Determine fast conduction physiology in the heart	[39]
ERG	Regulates endothelial-specific gene expression program	[40]
**NRF family**		
NRF1	Loss in cardiomyocytes leads to apoptosis and reduced left ventricular function	[41]
**SP/KLF family**		
KLF3	Involved in cardiovascular development and function	[35]
KLF6	Decreased expression in cardiomyocytes reduces cardiac fibrosis	[36]
**IRF family**		
IRF8	Suppresses pathological cardiac remodeling	[37]

Visualization of the transcript levels for these transcription factors in the heart of W, WRF, and C rats revealed that shift work protocols did not dramatically alter their expression (Fig. 4E). 

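Ets1, a founding member of the ETS family, had medians of 21.4 fpkm in C (interquartile range 18.9 to 25.5), 24.9 in W, and 18.8 in WRF rats (adjusted p = 0.296, n = 18 each). Irf8, a factor of myeloid cells, had 1.99, 2.72, and 1.82 fpkm (adjusted p = 0.513), and Etv1 1.78, 2.41, and 2.40 (adjusted p = 0.279; 0.0302 unadjusted between W and C rats). Of 13 transcription factors behind the motifs, 0 were called by the Kruskal-Wallis test. As a list they had a median log2 difference of -0.02 between WRF and C rats (camera, adjusted p = 0.0695; 0.763 with an estimated correlation). Without WRF51 and WRF62 that difference was -0.157 (adjusted p = 0.00153). The study found the motifs in open chromatin of C hearts, at genes it had called higher or lower in WRF rats. The list is therefore not independent of the samples.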

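Elk1, an ETS factor that answers MAP kinases, had medians of 13.4 fpkm in C (interquartile range 12.8 to 14.7), 12.6 in W (11.9 to 13.0), and 12.9 in WRF rats (11.7 to 13.6). Its unadjusted p was 0.00511 between W and C rats and 0.0791 between WRF and C rats (Mann-Whitney, n = 18 each). Erg, an ETS factor of endothelium, had 8.34, 8.03, and 5.67 fpkm (C 6.56 to 8.91; WRF 4.52 to 7.40), with an unadjusted p of 0.962 for W and 0.00905 for WRF against C rats. Over all 3 groups the adjusted p was 0.103 for Elk1 and 0.0643 for Erg (Kruskal-Wallis), so neither was called. In limma Erg differed between WRF and C rats (log2 difference -0.40 ± 0.139, adjusted p = 0.0479). Of 15 endothelial markers 2 were called lower in WRF rats (list, median log2 difference -0.11, adjusted p = 0.000409, and 0.662 with an estimated correlation).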

Only two of them, *Elk1* and *Erg*, showed decreased expression in W and WRF rats when compared to C rats (Fig. 4E). While we cannot exclude that the misregulation of gene expression in WRF rats is solely caused by *Erg* decreased expression in WRF rat heart, our data suggest that the lack of food intake during shift work alters heart gene expression by impairing the activity of several transcription factors (e.g., through mistimed activation of signaling pathways) rather than by affecting the expression level of transcription factors.

We also leveraged our rat heart DNase-Seq dataset to investigate transcription factor motifs enriched in DHSs located in the loci of genes rhythmic in either C, W, or WRF rat hearts. While e-box motif was enriched in open chromatin regions of rhythmic genes in C and WRF rat hearts (and to a lesser extent in W rat hearts), glucocorticoid receptor motif was found to be only enriched for rhythmic genes in C rats (Additional file 1: Table S8, Additional file 2: Fig. S5). Importantly, motifs for the transcription factors belonging to the ETS family and KLF family were strongly enriched in genes being rhythmic in WRF rat hearts, but not in C and W rats (Additional file 1: Table S8, Additional file 2: Fig. S5), thus suggesting that their increased activity in WRF rats contributes to the rhythmic expression of their target genes. Together, these data strongly suggest that differences of transcription factor activity during shift work underlie the differences in rhythmic gene expression in rat heart.

### Genes whose expression is altered by shift work are associated with cardiac diseases

Several studies have characterized transcriptional signatures of cardiovascular disorders in both mice and humans. To determine whether genes being altered by shift work are also misregulated in pathological heart samples, we first examined a paper that identified cardiomyocyte gene programs being activated after cardiac hypertrophy and heart failure in the mouse [25]. This study relied on transverse aorta constriction to promote pressure overload and induce cardiac hypertrophy 1–2 weeks after surgery and heart failure after 4–8 weeks. Using RNA-Seq of cardiomyocytes collected from 3 days to 8 weeks post-surgery, the authors clustered genes into 56 cardiac hypertrophy stage-specific modules that characterized distinct gene programs encoding morphological and functional transcriptional signatures occurring at specific stages of disease progression (Fig. 5A, Additional file 2: Fig. S6) [25].

**Fig. 5:**
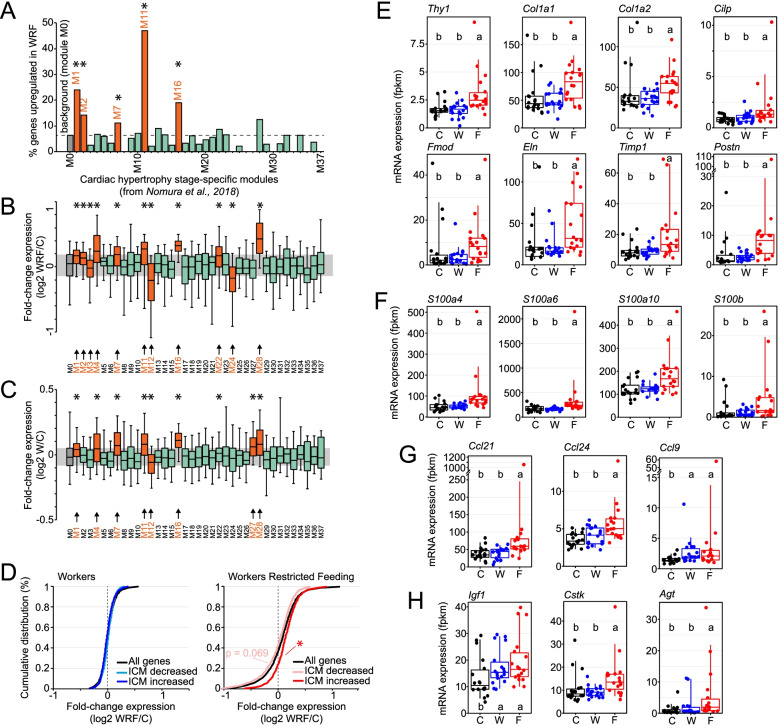
Association of genes misregulated in the heart of shift worker rats with heart diseases. **A** Enrichment of genes upregulated in the heart of WRF rats for cardiac hypertrophy stage-specific modules. Modules were retrieved from Nomura et al., 2018, and correspond to distinct sets of genes being misregulated by cardiac hypertrophy in the mouse heart [25]. Modules of at least 50 genes were considered in the analysis (M0 to M37). Module M0 comprises all genes unaffected by cardiac hypertrophy, while modules M1 to M37 correspond to functional sets of genes being affected at various stages of cardiac hypertrophy, i.e., from the early stage of cardiac hypertrophy to heart failure. Data are represented as the percentage of genes upregulated in the heart of WRF rats for each module. Modules showing a significant enrichment of genes are colored in orange and labeled with an asterisk (Fisher’s exact test; *p* < 0.05). **B** Difference in gene expression between WRF and control rats for 38 modules described in Nomura et al., 2018 [25]. The difference in expression was calculated for each gene as the WRF/control ratio (median of 18 samples for each group) and is represented in log_2_ scale. Modules colored in orange and labeled with an asterisk and arrow exhibit a significant difference in gene expression when compared to module M0, which comprises all genes unaffected by cardiac hypertrophy (Kruskal-Wallis test; *p* < 0.05). The grey area corresponds to the interquartile distribution of the control M0 module. **C** Same analysis as **B**, but for W rats. **D** Cumulative distribution of WRF/control or W/control expression ratio for all genes (black) or for genes described as either downregulated or upregulated by ischemic cardiomyopathy in the human heart. The list of down/upregulated genes was retrieved from Sweet et al., 2018 [42]. Distribution significant different from that of all genes is illustrated by an asterisk (Kolmogorov-Smirnov test, *p* < 0.05). **E**–**H** Expression profiles of genes involved in the regulation of the extra-cellular matrix (**E**), of S100 family calcium-binding proteins (**F**), of chemokines (**G**), and other genes (**H**) whose misregulation has been implicated in heart diseases. Each dot represents individual fpkm values, and groups with different letters are significantly different (Kruskal-Wallis test; *p* < 0.05)

Restricting our analysis to modules of 50 genes or more (modules M0 to M37), we found that genes upregulated in the heart of WRF rats were enriched in five modules when compared to module M0, which comprised genes whose expression was unaffected by pressure overload (Fig. 5A, Additional file 1: Table S9). Several of these modules (M1, M11, and M16) include genes encoding proteins involved in ribosomes, translation, oxidative phosphorylation, and generation of precursor metabolites and energy (Fig. S6, Additional file 1: Tables S10, S11) [25]. Interestingly, these modules were preferentially activated from 3 days to 2 weeks after transverse aorta constriction, i.e., early after pressure overload rather than at advanced hypertrophy and heart failure stages [25].

To extend our analysis, we examined changes in gene expression in WRF rat hearts for each module. While gene expression within most modules was unaffected and similar to the control M0 module, we found that genes within 11 modules were globally either upregulated (8 modules) or downregulated (3 modules) (Fig. 5B, Additional file 1: Table S12). Most of these modules were identical to those identified with the enrichment analysis, confirming that lack of food intake during shift work in rat reprograms cardiac gene expression to transcriptional signatures associated with pressure overload. Interestingly, the same analysis performed using changes in gene expression in shift worker rats (W group) revealed that gene expression within eight modules was also misregulated when compared to other modules (Fig. 5C, Additional file 1: Table S13). Six out of eight modules (M1, M4, M7, M11, M16, and M27) were also upregulated in WRF rat heart, suggesting that shift work alone initiates changes in gene expression after 5 weeks and that these effects are exacerbated if animals do not eat food during work.

We also examined transcriptional signatures associated with ischemic cardiomyopathy (ICM) and dilated cardiomyopathy (DCM) in humans, using public datasets comparing gene expression profiles between post-mortem pathological heart samples with non-failing heart samples [42]. We found that genes upregulated in ICM hearts were globally upregulated in WRF rat heart, while those downregulated by ICM were slightly downregulated in WRF rat heart (Fig. 5D). The effects were less pronounced for genes being misregulated by DCM (Additional file 2: Fig. S7), and no difference in gene expression profile was observed for shift worker rats (Fig. 5D). Taken together, these data indicate that lack of food intake during shift work induces changes in cardiac gene expression that resemble transcriptional signatures observed in pathological heart samples.

Closer inspection of the genes whose expression is altered in WRF rat heart revealed that many of them are associated with cardiovascular disorders. These include genes whose products are components of the extra-cellular matrix (ECM) such as collagen type 1 alpha 1 chain (*Col1a1)* and collagen type 1 alpha 2 chain (*Col1a2*), which are all upregulated in WRF rat heart (Fig. 5E). 

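Col1a1, a chain of the main fibrillar collagen, had medians of 43.8 fpkm in C (interquartile range 36.6 to 57.2) and 83.2 in WRF rats (53.7 to 99.6), and 15 of 18 WRF rats lay above the C median. Its adjusted p was 0.0659 over the 3 groups (Kruskal-Wallis) and 0.0439 for WRF against C rats in limma (log2 difference 0.60 ± 0.205). Col1a2, the partner chain, had 32.9 fpkm in C (28.8 to 39.8) and 54.7 in WRF rats (43.2 to 63.4), with an adjusted p of 0.0909 and of 0.117 in limma (0.40 ± 0.181). Eln, elastin, rose from 18.1 to 31.8 fpkm (adjusted p = 0.0401) and Cilp, a matrix protein of cartilage and scars, from 0.796 to 1.34 (adjusted p = 0.0451). Of 79 genes of the extracellular matrix 4 were called higher (Thy1, Postn, Eln, and Cilp), 0 lower, and 2 when adjusted over the list alone.

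The list had a median log2 difference of 0.23 (camera, adjusted p = 0.0763; 0.855 with an estimated correlation), with an adjusted p of 0.00741 and 2 called genes without WRF51 and WRF62. Of 8 markers of valves, cartilage, and great vessels 1, Eln, was called higher (adjusted p = 0.153), and 3 when adjusted over the list alone. Col1a1 had series medians of 103, 51.2, and 85.8 fpkm in WRF rats, in the order of their Myl7, an order that the series of C and W rats did not follow.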

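Thy1, a surface protein of fibroblasts and T cells, had medians of 1.55 fpkm in C (interquartile range 1.40 to 1.74), 1.68 in W, and 2.48 in WRF rats (2.04 to 3.15), and 17 of 18 WRF rats lay above the C median (Kruskal-Wallis adjusted p = 0.0124; limma log2 difference 0.55 ± 0.142). S100a4, a calcium-binding protein of fibroblasts and leukocytes, rose from 44.1 fpkm in C (33.1 to 58.8) to 83.9 in WRF rats (66.7 to 97.5), with 48.3 in W rats (adjusted p = 0.011; limma 0.95 ± 0.193). Dcn, decorin, made by resident fibroblasts, had 302 fpkm in C and 373 in WRF rats (adjusted p = 0.453), and Tcf21, a fibroblast transcription factor, 8.79 and 10.9 (adjusted p = 0.487). Of 13 fibroblast markers 0 were called higher by the rank tests and 5 had an unadjusted p under 0.05. Their median log2 difference was 0.32 (camera, adjusted p = 0.119). The adjusted p was 0.0280 without WRF51 and WRF62, and 0.763 with all rats and an estimated correlation.

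Among 13 T cell markers, a cell type that also carries Thy1, 0 were called and 2 were when adjusted over the list alone. Both genes were chosen by the study on these samples.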

Because fibroblast markers including Thy-1 cell surface antigen (*Thy1*; Fig. 5E) and Fibroblast-specific protein-1 (*S100a4*; Fig. 5F) are also significantly upregulated in WRF rat heart, this suggests that lack of food intake during shift work may lead to collagen deposition and cardiac fibrosis. S100 proteins are calcium-binding proteins that regulate macrophage inflammation and whose expression is increased in the injured myocardium [43, 44]. 

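S100a6, a calcium-binding protein of many dividing cells, rose from a median of 168 fpkm in C (interquartile range 133 to 216) to 241 in WRF rats (216 to 304; adjusted p = 0.011, n = 18 each), and S100a10, a partner of annexin 2, from 109 to 167 (adjusted p = 0.0431). S100b, of Schwann cells and fat, had 0.452 and 1.64 fpkm and was not called (adjusted p = 0.121). Ccl21, which draws T cells and dendritic cells, rose from 34.4 to 59.2 fpkm (adjusted p = 0.0161; limma log2 difference 1.02 ± 0.288), and Ccl24, which draws eosinophils, from 3.36 to 5.02 (adjusted p = 0.0236; 0.53 ± 0.121). Ccl5, of T cells, had 18.1 and 25.1 fpkm and was not called (adjusted p = 0.119). Of 11 S100 genes 3 were called higher (camera, adjusted p = 0.0140), and of 23 chemokines 2 (adjusted p = 0.0790); with an estimated correlation the adjusted p was 0.662 and 0.763.

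Of 17 macrophage markers 1, Aif1, was called, and 11 were when adjusted over the list alone (median log2 difference 0.51, adjusted p = 0.000537; 0.662 with an estimated correlation). Pan-leukocyte markers (14 genes, 0.56) had an adjusted p of 0.0135 and T cell markers (0.62) of 0.0369; with an estimated correlation it was 0.763 for both. With WRF51 and WRF62 left out, the adjusted p was 0.00391 for macrophages, 0.241 for leukocytes, and 0.202 for T cells. In WRF51 13 of the 17 macrophage markers were the highest of all rats, and in WRF62 all 17 T and B cell markers were. Ptprc, the common leukocyte gene, had medians of 2.32 fpkm in C and 2.48 in WRF rats.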

Given that three other members of the S100 family (Fig. 5F), and that several chemokines are also upregulated in WRF rats (Fig. 5G), this suggests that the heart of WRF rats is inflamed and colonized by immune cells. 

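Agt, angiotensinogen, had medians of 0.447 fpkm in C (interquartile range 0.384 to 1.15), 0.680 in W, and 1.92 in WRF rats (0.841 to 4.52), and all 18 WRF rats lay above the C median (Kruskal-Wallis adjusted p = 0.0296; limma log2 difference 1.09 ± 0.340, adjusted p = 0.0287). Igf1, a growth factor, had 10.4 fpkm in C and 16.5 in WRF rats (13.8 to 22.7); its adjusted p was 0.0990 over the 3 groups and 0.0416 in limma for WRF against C rats (0.58 ± 0.196). Ctsk, a collagen-cleaving cathepsin, had 8.36 and 13.5 fpkm (10.4 to 16.9; adjusted p = 0.0508, limma 0.0520). Of 32 genes of hypertrophy and the fetal programme 1, Agt, was called higher, and 0 when adjusted over the list alone. The natriuretic peptides Nppa (117 and 527 fpkm, adjusted p = 0.544) and Nppb (142 and 161, adjusted p = 0.914) were not called.

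The list had a median fold of 1.05 and a median log2 difference of -0.07 (camera, adjusted p = 0.0695; 0.662 with an estimated correlation). Of the 18 disease genes that the paper displays 10 were called higher, 15 when adjusted over the list alone, and all 18 were above C at an unadjusted p under 0.05; they were chosen on these samples, so no test of them is independent. Agt is also made by fat and liver, and 4 of 11 markers of fat were called higher in WRF rats (list, adjusted p = 0.000558, and 0.662 with an estimated correlation).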

Finally, several genes whose increased expression has been shown to lead to cardiac hypertrophy and heart diseases are also upregulated in WRF rat heart, including *Insulin-like growth factor 1* (*Igf1*), *Angiotensin* (*Agt*), and *Cathepsin K* (*Ctsk*) (Fig. 5H) [45–48]. 

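Igf1 had a median of 15.4 fpkm in W rats (interquartile range 13.4 to 19.2) against 10.4 in C rats (9.04 to 16.3), with an unadjusted p of 0.0279 (Mann-Whitney, n = 18 each) and a limma log2 difference of 0.44 ± 0.196. Ccl9, a chemokine of myeloid cells, had 1.94 fpkm in W (1.73 to 3.29), 1.35 in C (1.24 to 1.68), and 2.07 in WRF rats, with an unadjusted p of 0.00252 for W and 0.0200 for WRF against C rats. Over the 3 groups its adjusted p was 0.0620 (Kruskal-Wallis), so it was not called, and in limma neither gene passed between W and C rats (adjusted p = 1.00 for both). With all rats in the fit no marker list of leukocytes differed between W and C rats. With WRF51 and WRF62 left out of it, T cell markers were higher in W rats (adjusted p = 0.0117, and 0.959 with all rats and an estimated correlation), at the same median log2 difference of 0.13. Both genes were picked by the study on these samples.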

Interestingly, the hormone *Igf1* and the inflammatory chemokine *Ccl9* are also upregulated in the heart of W rats, suggesting that shift work alone may also initiate some cardiac injury and inflammation in the heart (Fig. 5G, H).

### Shift work induces collagen deposition in the heart

Based on our findings that genes whose expression is altered by shift work are also misregulated in pathological heart samples from mice and humans, and since many of them regulate immune responses and ECM composition, we next examined if hearts from W and WRF rats displayed signs of inflammation and cardiac fibrosis.

First, we performed immunohistochemistry of two immune cell markers, CD45 and CD68, in the heart of W, WRF, and C rats. CD45 detects most cells of hematopoietic origin at all stages of maturation, while CD68 is a marker of inflammation associated with the involvement of monocytes/macrophages [49, 50]. Consistent with the transcriptional response observed in WRF but not W rat hearts, the number of both CD45- and CD68-positive cells was significantly higher in the heart of WRF rats than that of W and control rats (Fig. 6A, B).

**Fig. 6:**
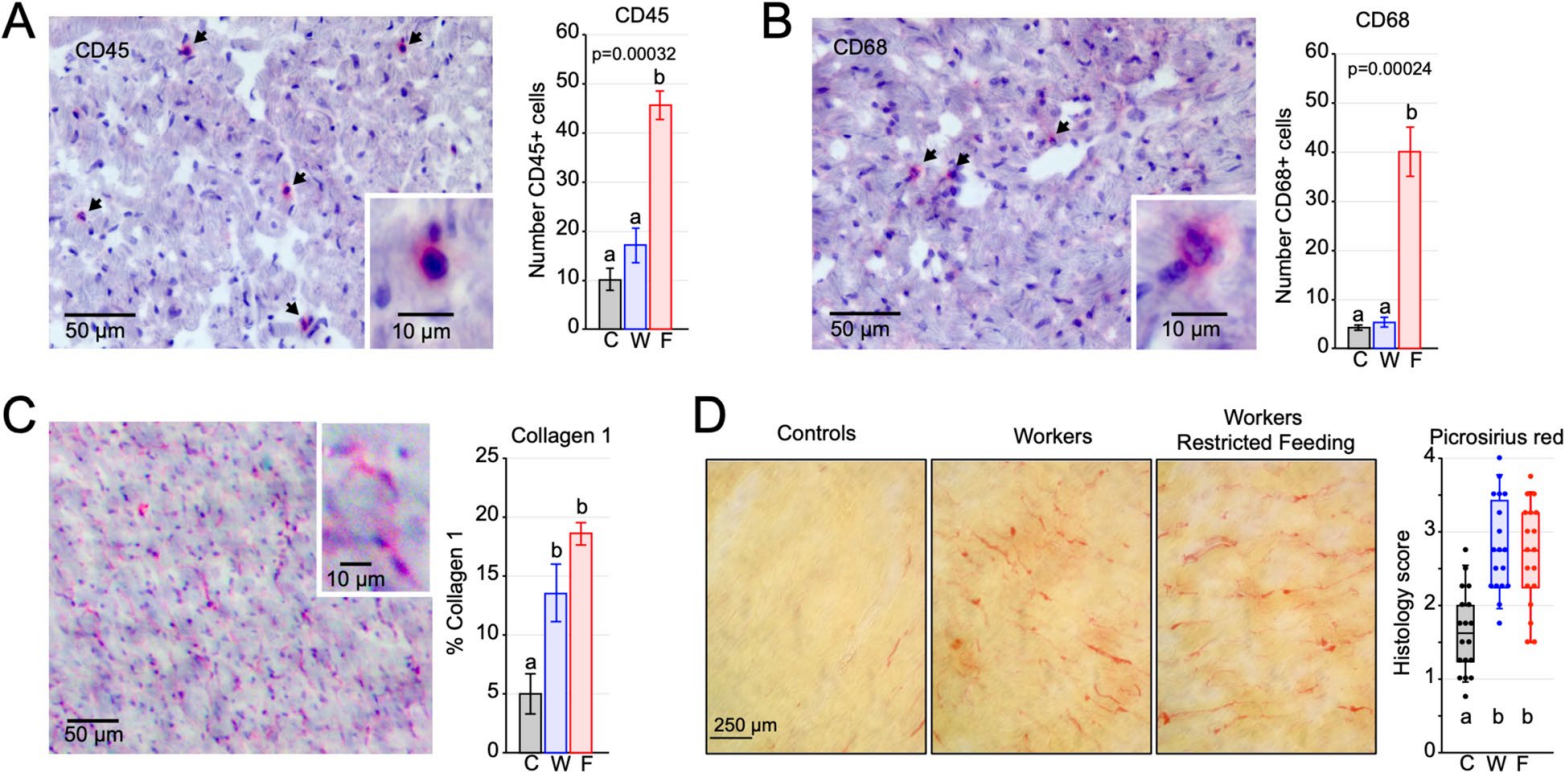
Inflammation and fibrosis in the heart of shift worker rats. **A**, **B** Left: Illustration of CD45 (**A**) and CD68 (**B**) immunostaining in the heart of shift worker rats. Arrows indicate immuno-positive cells. Right: Quantification of the number of CD45+ (**A**) and CD68+ (**B**) in the heart of control, W, and WRF rats (*n*=3 per group; mean +/− s.e.m). Groups with different letters are significantly different (one-way ANOVA; *p* < 0.05). **C** Illustration of collagen 1 immunostaining (left) and quantification of collagen 1 signal (right) in the heart of control, W, and WRF rats (*n*=3 per group; mean +/− s.e.m). Groups with different letters are significantly different (one-way ANOVA; *p* < 0.05). **D** Left: representative picrosirius red staining in the heart of control, W, and WRF rats. Right: quantification of the picrosirius red staining (*n*=18 per group). Quantification was performed using a scale from 0 to 4 (0 = no staining, 4 = maximum staining; see Additional file 2: Fig. S8). Each dot corresponds to the average score given by four investigators for each sample. Groups with different letters are significantly different (one-way ANOVA; *p* < 0.05)

Next, we performed immunohistochemistry of Collagen 1 to determine whether shift work leads to cardiac fibrosis. Surprisingly, the hearts of both W and WRF rats showed increased Collagen 1 expression (Fig. 6C), i.e., W rat heart exhibited signs of fibrosis despite any increase in *Col1a1* and *Col1a2* expression (Fig. 5E). To confirm this result, we conducted picrosirius red staining of all C, W, WRF rat hearts (*n* = 18 per group), and double-blind scored collagen deposition based on a 0 to 4 scale (0: no collagen deposition; 4: maximum collagen deposition; Additional file 2: Fig. S8). 

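Col1a1 mRNA had a median of 45.2 fpkm in W rats (interquartile range 41.6 to 62.5), with an unadjusted p of 0.669 against C rats (Mann-Whitney, n = 18 each) and a limma log2 difference of -0.07 ± 0.205. Col1a2 had 36.3 fpkm in W rats (29 to 45.1), with an unadjusted p of 0.837 and a log2 difference of -0.15 ± 0.181. Col3a1, the other main fibrillar collagen, had 159 fpkm in C and 170 in W rats (p = 0.602), and Timp1, an inhibitor of matrix proteases, 7.99 and 9.05 (p = 0.438). The standard errors leave room for a small difference in either direction. The collagen protein was not measured in the data used here.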

Analysis of picrosirius red staining confirmed Collagen 1 immunohistochemistry, i.e., collagen deposition was significantly higher in W and WRF hearts compared to C rat hearts (Fig. 6D).

Taken together, these results indicate that while lack of food intake during shift work (but not shift work alone) leads to increased cardiac inflammation, 5 weeks of shift work alone is sufficient to promote cardiac fibrosis. They also suggest that shift work induces some heart damages and that these effects are potentiated if animals do not have access to food during work.

## Discussion

Several epidemiological studies have shown that shift workers have an increased risk of developing cardiovascular diseases [11, 13–15]. However, the underlying mechanisms are unknown as no study has directly investigated in an animal model how shift work affects heart biology. Using a well-characterized model of shift work in rats [22], we provide evidence that shift work reprograms the heart cycling transcriptome and leads to cardiac fibrosis. Importantly, our data also demonstrate that lack of food intake during shift work, an intervention that prevents obesity and diabetes in rat shift workers, does not preclude cardiac fibrosis. Instead, restricting food access during shift work markedly disrupts gene expression in the heart and leads to cardiac fibrosis and inflammation. Together, our findings provide insights into how shift work affects cardiac functions and strongly suggest that strategies aiming at mitigating the development of metabolic disorders in shift workers may have adverse effects on cardiovascular diseases.

Our genome-wide analysis of gene expression revealed that shift work reprograms the heart cycling transcriptome. In shift worker rats, the number of rhythmic genes is decreased by half and the molecular clock oscillation is altered. Intriguingly, this alteration of clock gene rhythmic expression originates primarily from differences between the three shift work protocol replicates rather than a global dampening of clock oscillations in every rat (Additional file 2: Fig. S2B). As shown previously, shift work in rats shifts the hepatic clock rhythms due to the reversal of the food intake rhythm, i.e., because shift workers eat preferentially during their work shift [20, 22]. Given that peripheral clocks can be synchronized by multiple cues including rhythms in food intake, hormones, body temperature, and neuronal activity, the heart clock may be less sensitive to changes in rhythmic food intake than the liver clock, and more sensitive to other cues such as rhythms in locomotor activity or in neuronal activity that originate from the SCN [22]. This possibility is supported by findings showing that PER1 rhythmic expression is shifted by shift work in some hypothalamic structures (e.g., arcuate nucleus, dorsomedial hypothalamus), but not in others (e.g., SCN, paraventricular nucleus) [51]. However, why replicated rhythms did not respond homogenously still remain unclear and warrant further investigation in future experiments. Given the recent demonstration that liver-clock disruption (e.g., because of daytime feeding) modulates the transcriptional rhythmicity of peripheral tissues [52], it is also possible the shift work-induced reversal of liver clock oscillation decreases the rhythmicity of the heart transcriptome in shift worker rats.

The diversity in cues that can synchronize peripheral clocks may also explain why most clock genes exhibit dampened rhythmic expression in WRF rat hearts (Fig. 2D, Additional file 2: Fig. S2A). The synchronizing effect of rhythmic food intake may indeed be counteracted by antiphasic cues driven by the sleep/wake cycle, thereby reducing the amplitude of the circadian clock oscillation [53]. Since time of scheduled exercise and muscle contraction modulate the expression of clock genes in the skeletal muscle independently of the SCN [54, 55], locomotor activity during the rest phase alone may also contribute to the observed dampened clock gene oscillation in WRF rat hearts. Interestingly, although the molecular clock oscillations are dampened in WRF rat hearts, the number of rhythmic genes is two-fold higher than in control rat hearts. Because rhythmic gene expression can be driven by feeding rhythms independently of the molecular clock [56–58], this increased rhythmic gene expression in the heart of WRF rats could be caused by the 8 h of fasting occurring during work. This would explain why rhythms in gene expression occur at discrete phases rather than across the 24-h day. Consistent with this possibility, the expression of many genes involved in oxidative phosphorylation is decreased at the end of shift work, likely reflecting a decrease in substrates for the generation of ATP. Moreover, genes involved in endocytosis are increased during shift work, maybe as a result of compensatory mechanisms aimed at increasing the uptake of extracellular molecules for energy sources [59]. Another factor that may contribute to the higher number of rhythmically expressed genes in WRF rat heart is the increased immune cell infiltration in their heart (Fig. 6A, B), i.e, the increased heterogeneity of cardiac cells may account for the additional number of rhythmically expressed genes. Diurnal rhythms in immune cells trafficking have been described, with for example higher number of Ly6C^hi^ inflammatory monocytes around ZT8 in mouse blood [60]. This could also explain why genes rhythmic in the heart of WRF rats are enriched in TGF-beta and Toll-like receptor signaling pathways (Fig. 2E).

In addition to dampening the molecular clock oscillations and reprogramming the cycling heart transcriptome, lack of food intake during shift work strongly impairs gene expression in the heart. Because these effects are less pronounced in shift worker rats, impaired gene expression in WRF rat hearts is likely due to the conflicting information between the work schedule, where animals are awake and likely to have increased heart workload due to increased sympathetic neural activity [61], and the lack of food intake. Motif analysis in DNase-Seq peaks located in misregulated genes in WRF rats revealed that transcription factors of the ETS family are likely involved (Fig. 4D). ETS transcription factors are key regulators of cell proliferation, differentiation, angiogenesis, and inflammation, and their transcriptional activity is regulated by signaling pathways including the MAP kinase pathway [62, 63]. Interestingly, our KEGG analysis pathway revealed that components of the MAPK signaling pathway are rhythmically expressed in C rats but not in WRF rats and that they are also downregulated in the heart of WRF rats (Figs. 2E and 3D). Importantly, ETS transcription factors contributes to many aspects of the heart physiology, and alteration of their transcriptional activity is associated with cardiovascular diseases including cardiac fibrosis and arrhythmia [32–34, 38–40]. Other transcription factor motifs were identified, including SP/KLF family members and IRF8. Interestingly, these transcription factors are involved in the regulation of heart physiology and some of them were shown to promote cardiac diseases when their activity is impaired (Table 1).

Several biological pathways that are upregulated in WRF rat hearts are involved in protein synthesis and degradation, DNA synthesis, and gene expression (e.g., purine and pyrimidine metabolism). Interestingly, these processes are increased in the early stages of cardiac hypertrophy, suggesting that 5 weeks of shift work without food intake during work impairs heart functions [25, 27, 64]. Consistent with this possibility, many genes misregulated in WRF rat heart are also misregulated in cardiomyocytes several days after transverse aorta constriction, i.e., when the heart is under pressure overload and in the early stage of cardiac hypertrophy, and before its progression to heart failure [25]. Moreover, many genes upregulated in WRF rat hearts are known to be misregulated in ailing hearts (Fig. 5E–H). For example, increased expression of *Col1a1* and *Col1a2*, which encode for components of type I collagen, has been linked to remodeling of the cardiac matrix [65], and upregulation of collagen 1 is a well-established marker of cardiac fibrosis and is observed after cardiac hypertrophy [66–68]. This upregulation of *Col1a1* and *Col1a2* expression, along with other markers of cardiac fibrosis like *Thy1*, *Postn*, and *Cilp* [69–71], is consistent with our findings that the heart of WRF rat is fibrotic (Fig. 6C, D). In addition, the increased expression of several chemokines and members of the S100 protein family, along with the increased number of CD45+ and CD68+ cells, also indicate that the heart of WRF rats is inflamed and colonized by immune cells. Given that inflammation of the myocardium also occurs after hypertrophic cardiopathy [72, 73], our data altogether strongly suggest that lack of food intake during shift work is associated with cardiac hypertrophy.

Time-restricted feeding is recognized as an intervention that can prevent the development of metabolic diseases against diverse nutritional challenges [74–77]. In that regard, restricting food consumption to the night in a model of shift work in rats prevents shift work-induced increased fat content and impaired glucose tolerance [20, 21]. While our data suggest that time-restricted feeding potentiates the adverse effects of shift work on the heart transcriptome and cardiac inflammation, it is possible that the duration for which rats did not have access to food (i.e., 8 h of shift work) was insufficient to achieve the health benefit of time-restricted feeding. Future experiments aiming at testing the duration of time-restricted feeding during shift work on the heart biology will be needed to test this possibility.

While our initial RNA-Seq analysis did not identify large defects in gene expression in the heart of W rats, our analysis of modules associated with pressure overload, cardiac hypertrophy, and its progression to heart failure uncovered significant differences between shift worker and control rats [25]. This discrepancy is likely due to our stringent analysis of differential gene expression, which comprised a Benjamini-Hochberg *p* value correction because of the multiple comparisons (Additional file 2: Fig. S4). Most modules exhibiting impaired gene expression in W rats were also found in WRF rats, suggesting that shift worker rats were in the early stage of developing cardiac diseases. Consistent with this possibility, hearts of shift worker rats displayed cardiac fibrosis, but no sign of inflammation. While it still remains unclear why W rat hearts exhibit increased collagen deposition without changes in *Col1a1* and *Col1a2* mRNA expression, their expression may be acutely upregulated by shift work, i.e., their expression is similar to those observed in C rats during weekends when the tissues were collected. Future experiments will be required to test this possibility.

## Conclusions

In summary, our results indicate that 5 weeks of shift work in rats are sufficient to promote cardiac fibrosis, while the effects of shift work are exacerbated when animals do not have access to food during work. Based on these data, it is tempting to speculate that the differences we observed between W and WRF shift worker rats may be relevant to explain some of the heterogeneity that has been reported in epidemiological studies of human shift workers [10, 12]. Importantly, our findings also suggest that lack of food intake during work, which was proposed as a possible intervention to prevent the development of metabolic disorders in shift workers, may not be appropriate to prevent the development of cardiovascular diseases in shift workers.

## Methods

### Animals

Seven-to-eight-week-old male Wistar rats were exposed to a shift work protocol for 5 weeks. Each animal was housed individually in a 12 L:12 D cycle (7 am to 7 pm) throughout the protocol (Fig. 1). The protocol consisted of 54 animals randomly assigned to three groups: 18 Controls ‘C’ (undisturbed and no shift work protocol, ad libitum food and water), 18 Workers ‘W’ (shift work protocol, ad libitum food and water), 18 Worker Restricted Feeding ‘WRF’ (shift work protocol, ad libitum water, access to food only outside shift work). Shift work protocol consisted of five days of scheduled ‘work’ (workday: Monday to Friday, 9 am to 5 pm) followed by 2 days without ‘work’ and given ad libitum food and water (weekend: Saturday and Sunday).

### Shift work protocol

To simulate shiftwork, rats were placed in a slowly rotating drum that was designed to keep the animal awake during their natural rest phase, as previously described [22]. Briefly, drums rotated with a speed of one revolution per 3 min and enabled animals to move, eat, and drink freely. However, animals were not able to fall asleep and had to stay awake without requiring them to exhibit laborious movements. Food and water were hung from a concentric middle tube and freely available, unless noted otherwise for the WRF group. Outside of work hours, rats were housed in their individual cages with food and water provided ad libitum and kept under 12:12 LD cycle.

### Heart tissue collection

After 5 weeks of shift work protocol, rats were euthanized on a Saturday every 4 h starting 1 h after light on (ZT01) at 7 am. Hearts were collected, directly flash-frozen in liquid nitrogen, and shipped to Texas A&M University.

### Whole transcriptome sequencing (RNA-Seq)

Frozen hearts (atria and ventricles) were crushed to smaller pieces in liquid nitrogen, and RNA was isolated using Trizol reagent according to the manufacturer’s instructions (Life Technologies). PolyA mRNA were then purified from 4 μg of total RNA using Dyna oligo dT beads following manufacturer’s instructions (Invitrogen). Sequencing libraries were constructed using NEB Ultra Directional RNA Library Prep Kit from Illumina (New England BioLabs) following manufacturer’s instructions. Briefly, polyA purified RNA was fragmented for 15 min at 94°C before first- and second-strand cDNA synthesis. Purification of cDNA was done using AMPure XP beads following NEB Ultra Directional RNA Library Prep Kit instructions. Libraries were then PCR-amplified for 13 cycles, bead-purified, and quantified using a Quantus Fluorometer (Promega) and qPCR. Libraries were generated with multiple bar-coded adaptors, mixed in equimolar ratio, and sequenced on three lanes of an Illumina NextSeq 500 with a sequencing length of 76bps.

### Rat heart DNase-Seq

Nuclei were isolated from crushed frozen heart samples of control C rats (*n* = 2 biological replicates) using a dounce homogenizer in lysis buffer (0.32 M sucrose, 10 mM Tris-HCl pH 8, 5 mM CaCl2, 5 mM MgCl2, 2 mM EDTA, 0.5 mM EGTA, 1 mM DTT). Samples were homogenized 6-times with pestle A and 4-times with pestle B. Homogenates were mixed with sucrose lysis buffer (2.2 M sucrose, 10 mM tris HCl pH 8, 5 mM CaCl2, 5 mM MgCl2, 2 mM EDTA, 0.5 mM EGTA, 1 mM DTT) and then layered on top of a sucrose cushion (2.05 M sucrose, 10% glycerol, 10 mM HEPES pH7.6, 15 mM KCl, 2 mM EDTA, 1mM PMSF, 0.15 mM spermine, 0.5 mM spermidine, 0.5 mM DTT). Samples were ultracentrifuged for 45 min at 24,000 rpm (100,000 g) at 2°C in a Beckmann SW28 rotor. The supernatant was removed and nuclei were washed three-times in resuspension buffer (10 mM Tris, pH 7.5, 150 mM NaCl, 2 mM EDTA, 1 mM PMSF). Nuclei were then counted, aliquoted (five million nuclei per tube), and flash-frozen. On the day of DNase digestion, nuclei were thawed, pelleted, and digested for 3 min at 37°C in DNase I digestion buffer (6 mM CaCl2, 78.5 mM NaCl, 13.5 mM Tris-HCl pH 8, 54 mM KCl, 0.9 mM EDTA, 0.45 mM EGTA, 0.45 spermidine) supplemented with 4 μl of DNase I (80 units/mL). After digestion, an equal volume of stop buffer (50 mM Tris-HCl pH 8, 100 mM NaCl, 0.1% SDS, 100 mM EDTA, 1 mM spermidine, 0.3 mM spermine) was added to each tube and incubated at 55°C for 1 h. RNA was digested by adding 4.5 μl of RNase A (10 mg/mL) and samples were incubated at 37°C for 30 min. Samples were purified by phenol/chloroform extraction and resuspended in water. DNA size fractionation was done using a sucrose gradient and centrifuged for 30,000 rpm for 20 h at 20°C in an SW-41 rotor with no brake and minimum acceleration. DNA fractions with fragment size under 500 bp were pooled together, ethanol purified, and resuspended in water. DNase-Seq libraries were generated using NEBNext® ChIP-Seq Library Prep Master Mix Set NEB) as per the manufacturer’s instructions. DNA collected from the DNase I digestion was quantified using a Quantus Fluorometer (Promega), and 10 ng was used to generate the libraries. Libraries were PCR-amplified for 14 cycles using Phusion Taq (M0530S). Adaptor dimers were removed using gel purification, and libraries were purified by phenol-chloroform extraction followed by ethanol precipitation. Libraries were quantified using a Quantus fluorometer and qPCR and subjected to paired-end sequencing (2 x 75bp) using an Illumina NextSeq 500.

### Alignment of RNA-Seq libraries and differential gene expression analysis

Libraries were sequenced to a median depth of ~25 million reads/sample and mapped to the *Rattus norvegicus* Rn6 genome assembly using Tophat2 alignment and the following criteria: --read-realign-edit-dist 2 -g 1 --b2-sensitive [78]. Sequencing depth and percentage alignment are provided in Additional file 1: Table S14. Gene expression was analyzed using Cufflinks with the following criteria: --library-type fr-firststrand [79]. Visualization of the forward and reverse strands were done using a custom shell script with total signal normalized to 10 million reads and viewed with the Integrated Genome Viewer [80]. Only genes expressed above a fpkm threshold of 1 in at least 18 samples out of the 54 total samples were considered for statistical analysis (*n* = 10,257 genes). For the differential gene expression analysis, fpkm values of all 18 animals for each group were combined (without considering the time of tissue collection) and then compared between groups using a Kruskal-Wallis test with Benjamini-Hochberg correction for multiple comparisons followed by a Mann-Withney *U* test post hoc analysis to identify differences between groups. Genes were considered to be expressed differently between group if *q* ≤ 0.05.

### Alignment of DNase-Seq libraries and motif analysis

Libraries were sequenced to a median depth of ~ 36 million and mapped to the *Rattus norvegicus* Rn6 genome with bowtie2 using the following criteria: -t –phred33 -X 650 [81]. The average alignment was of ~ 85%. Sam files were converted to bam files and merged using SAMtools view, sort, and merge [82]. Duplicates were removed with Picard 2.8.2 MarkDuplicatesWithMateCigar created by the Broad Institute. A custom python script was used to remove unpaired reads, unmapped reads, and filled in sequences between paired-end reads. Sorted coordinates were then made into BWfiles using Bedtools, normalized to 10 million reads, and viewed with the Integrated Genome Viewer [80, 83]. Peak calling was done using findPeaks from the HOMER suite using the following commands: -size 45 -ntagThreshold 2 -region [31]. Open chromatin regions for genes of interest were determined by using HOMER gene annotation and annotation for these genes were extended 10kb from transcription start sites and 1kb from transcription termination sites. These gene windows were overlapped with DNase-Seq reads using intersectBed from Bedtools suite [83]. Motif analysis was done on these overlapping regions using the perl script findMotifsGenome.pl from HOMER using the following command: -size given [31]. Motif analysis in open chromatin regions located in rhythmically expressed genes was performed similarly and using the list of 28,514 DNase I hypersensitive sites in rat heart as background (Additional file 1: Table S6). Mouse heart DNase-Seq datasets were downloaded from the ENCODE project website (https://www.encodeproject.org/experiments/ENCSR000CNE/) and analyzed as above using mm10 as reference genome [28].

### Analysis of rhythmic gene expression

Rhythmicity analysis was performed using six algorithms from four programs: F24 [84, 85], JTK_CYCLE, ARSER, and LS from MetaCycle [86], HarmonicRegression [87], and RAIN [88]. The resulting *p* values from all 6 algorithms were combined using Fisher’s method into one *p* value, which was then adjusted to control for the false-discovery rate (FDR) using the Benjamini-Hochberg method [89] within the p.adjust function available in base R. Genes with a *q* value under 0.05 were considered as rhythmically expressed. We also performed a differential analysis of rhythmicity using dryR, using standard parameters [23].

### KEGG pathway and Gene Ontology analyses

All KEGG and GO analyses were performed using the kegga and goana functions available within the R package Limma [90]. Gene symbols were converted to Entrez IDs with AnnotationDbi [91].

### Effects of shift work on cardiac hypertrophy stage-specific modules

The identity of the genes clustered into the 56 cardiac hypertrophy stage-specific modules was retrieved from Nomura et al., 2018 (Supplementary Data 4 [25];), and cross-referenced with our list of 10,257 genes expressed in the rat heart. To avoid statistical bias due to low number of genes in a module, we restricted our analysis to modules of 50 genes or more (modules M0 to M37). Enrichment was calculated as the percentage of genes being upregulated in the heart of WRF rats for each module and considered significant if *p* ≤ 0.05 when analyzed with a Fisher’s exact test. Differences in gene expression between WRF and C rats (Fig. 5B) and between W and C rats (Fig. 5C) were calculated for each gene as the WRF/control ratio (median of 18 samples for each group). Differences in gene expression between the control module M0 and the modules M1 to M37 were analyzed using a Kruskal-Wallis test and considered significant if *p* ≤ 0.05.

### Effects of shift work on the expression of genes being misregulated by ischemic cardiomyopathy and dilated cardiomyopathy

The list of genes being down/upregulated in the heart of patients suffering from ischemic cardiomyopathy (ICM) and dilated cardiomyopathy (DCM) was retrieved from Sweet et al., 2018 (Table S3 [42];). This list was then cross-referenced with our list of 10,257 genes expressed in the rat heart. Differences in the distribution between all genes and genes either up/downregulated by ICN and DCM were assessed using Kolmogorov-Smirnov test and considered significant if *p* < 0.05. Distributions were normalized to 500 quantiles to reduce the effect of size on the Kolmogorov-Smirnov test sensitivity [92].

### Immunohistochemistry

Immunohistochemistry was performed as previously described with some minor modifications [93, 94]. Serial 10-μm thick cryosections of the heart (*n* = 3 per group; C group rats: C29ZT17, C33ZT1, C36ZT13; W group rats: W5ZT9, W17ZT1, W36ZT13; WRF group rats: WRF42ZT13, WRF46ZT1, WRF51ZT9) were air-dried overnight and fixated in fresh acetone for 15 min at room temperature. Slides were then air-dried for 10 min and hydrated for 5 min in water and 5 min in PBS. Nonspecific binding was then blocked by incubation with PBS containing 2% BSA (fraction V, globulin free; Sigma-Aldrich) for 30 min. Endogenous biotin was blocked by the addition of streptavidin and biotin solutions, following the manufactures’ instructions (Streptavidin/Biotin Blocking Kit, Vector Laboratories, Burlingame, CA). Slides were then incubated with primary antibodies, anti-CD45 (5 μg/mL, MCA340R, OX-33, mouse IgG1, Bio-Rad), anti-CD68 (5 μg/mL, MCA341R, ED1, mouse IgG1, Bio-Rad), or anti-Collagen 1α1 (1 μg/mL, NB600-408, rabbit IgG, Novus Biologicals) in 0.5% NP40 and 0.05% SDS overnight at 4°C. Isotype-matched irrelevant mouse monoclonal antibodies or irrelevant polyclonal antibodies (BD Biosciences or Jackson ImmunoResearch Laboratories) were used as controls. Slides were then quickly rinsed twice in PBS and then 3 x 5 min in PBS. Primary antibodies were then detected with biotin-labeled F(ab’)2 anti-mouse IgG (Jackson ImmunoResearch Laboratories) or anti-rabbit IgG (Southern Biotechnology Associates) in PBS containing 2% BSA, as appropriate for 30 min. Slides were quickly rinsed twice in PBS and then 3x5 min in PBS, before being incubated for 30 min with 1/500 ExtraAvidin-Alkaline Phosphatase (Sigma-Aldrich) in PBS containing 2% BSA. Slides were then rinsed with PBS and incubated for 10 min with 200 mM TRIS pH 8.3. Staining was then developed with Vector Red Alkaline Phosphatase Kit (Vector Laboratories) for 10 min. Sections were then counterstained for 1 min with Gill’s hematoxylin No. 3 diluted 1/5 with water (Sigman-Aldrich) and were then rinsed in water. Slides were dehydrated through 95% and 100% ethanol, cleared with xylene, and mounted with Permount (VWR).

The number of positive cells was assessed by two individuals counting 10 blinded selected fields per section with a random start position. Collagen was analyzed using ImageJ software using the standard algorithms to define the areas of staining (Rasband, W. S., ImageJ U.S. National Institute of Health, Bethesda, MD). Raw data are provided in Additional file 1: Table S14.

### Picrosirius red staining

Characterization of fibrosis was performed using picrosirius red, which specifically binds to collagen, on all 54 heart samples as previously described [93, 94]. Heart samples were embedded in Tissue-Tek OCT, sliced 10-μm thick with a cryostat and slices were air-dried to slides. Slides were stained in picrosirius red for 1 h, washed in acidified water twice, and dehydrated in three changes of 100% ethanol. Slides were then cleared with xylene and mounted with a resinous medium.

Quantification was performed using a scale from 0 to 4 (0 = no staining, 4 = maximum staining) as shown in Additional file 2: Fig. S8, by four investigators double-blinded to the conditions. The final score for each animal corresponds to the average score given by all four investigators. Raw data are provided in Additional file 1: Table S15.

## Supplementary Information

**Additional file 1: Table S1.** Fpkm data, analysis of rhythmicity and gene expression levels (related to Figs. 2, 3, and S3). **Table S2.** dryR analaysis of differential rhythmicity in gene expression (related to Fig. 2). **Table S3.** KEGG pathway analysis, rhythmically expressed genes (related to Fig. 2). **Table S4.** List of genes being rhythmically expressed in each enriched KEGG pathway (related to Fig. 2 and S2). **Table S5.** KEGG pathway analysis, differentially expressed genes (related to Fig. 3). **Table S6.** List of DNase I hypersensitive sites in rat heart and genomic location (related to Fig. 4). **Table S7.** Motif analysis for genes being up-regulated or down-regulated in WRF rats (related to Fig. 4). **Table S8.** Motif analysis for genes being rhythmically expressed in C, W, and WRF rat hearts (related to Fig. S5). **Table S9.** Results statistical analysis for Fig. 5A (related to Fig. 5). **Table S10.** KEGG pathway analysis of the genes assigned to the modules M0 to M37 (related to Fig. 5). **Table S12.** Results statistical analysis for Fig. 5B (related to Fig. 5). **Table S13.** Results statistical analysis for Fig. 5B (related to Fig. 5). **Table S14.** Quantification of picrosirius red staining (related to Fig. 6). **Table S15.** Quantification of CD45, CD68, and Collagen 1 staining (related to Fig. 6). **Table S16.** Summary of RNA-Seq library size and percentage alignment (related to Methods).

**Additional file 2: Figure S1.** Effect of shift work on the cycling heart transcriptome using a differential analysis of rhythmicity with dryR (related to Fig. 2). **Figure S2.** Effect of shift work on the expression of core clock genes in the rat heart (related to Fig. 2). **Figure S3.** Effect of shift work on the rhythmic expression of genes accounting for enriched KEGG pathways (related to Fig. 2). **Figure S4.** Analysis of differential gene expression between C, W, and WRF rats (related to Fig. 3). **Figure S5.** Motif analysis at DNase I hypersensitive sites located within genes rhythmically expressed in the heart of C, W, and WRF rats (related to Fig. 4). **Figure S6.** KEGG pathway analysis on modules M0 to M37 (related to Fig. 5). **Figure S7.** Effect of shift work on the expression of genes misregulated by dilated cardiomyopathy (related to Fig. 5). **Figure S8.** Quantification of picrosirius red staining in the heart (related to Fig. 6).

**Additional file 3: Table S11.** Gene Ontology analysis of the genes assigned to the modules M0 to M37 (related to Fig. 5).

## Data Availability

All data generated or analyzed during this study are included in Additional files. Sequencing datasets have been deposited on Gene Expression Omnibus (GSE124870) and can be accessed using the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124870 Public access is currently restricted. However, datasets can still be accessed using the token: evkzwoiortunlmv.

# Supplementary material for: Lack of food intake during shift work alters the heart transcriptome and leads to cardiac tissue fibrosis and inflammation in rats
**Source:** BMC Biol. 2022 Mar 3;20:58. doi: 10.1186/s12915-022-01256-9
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Effect of shift work on the cycling heart transcriptome using a differential analysis of rhythmicity with dryR (related to Fig. 2). Figure S2. Effect of shift work on the expression of core clock genes in the rat heart (related to Fig. 2). Figure S3. Effect of shift work on the rhythmic expression of genes accounting for enriched KEGG pathways (related to Fig. 2). Figure S4. Analysis of differential gene expression between C, W, and WRF rats (related to Fig. 3). Figure S5. Motif analysis at DNase I hypersensitive sites located within genes rhythmically expressed in the heart of C, W, and WRF rats (related to Fig. 4). Figure S6. KEGG pathway analysis on modules M0 to M37 (related to Fig. 5). Figure S7. Effect of shift work on the expression of genes misregulated by dilated cardiomyopathy (related to Fig. 5). Figure S8. Quantification of picrosirius red staining in the heart (related to Fig. 6).

## Additional File 2: Supplementary Figures

### Lack of food intake during shift work alters the heart transcriptome and leads to cardiac fibrosis and inflammation in rats

Trott AJ, Greenwell BJ, Karhadkar TR, Guerrero-Vargas NN, Escobar C, Buijs RM, Menet JS

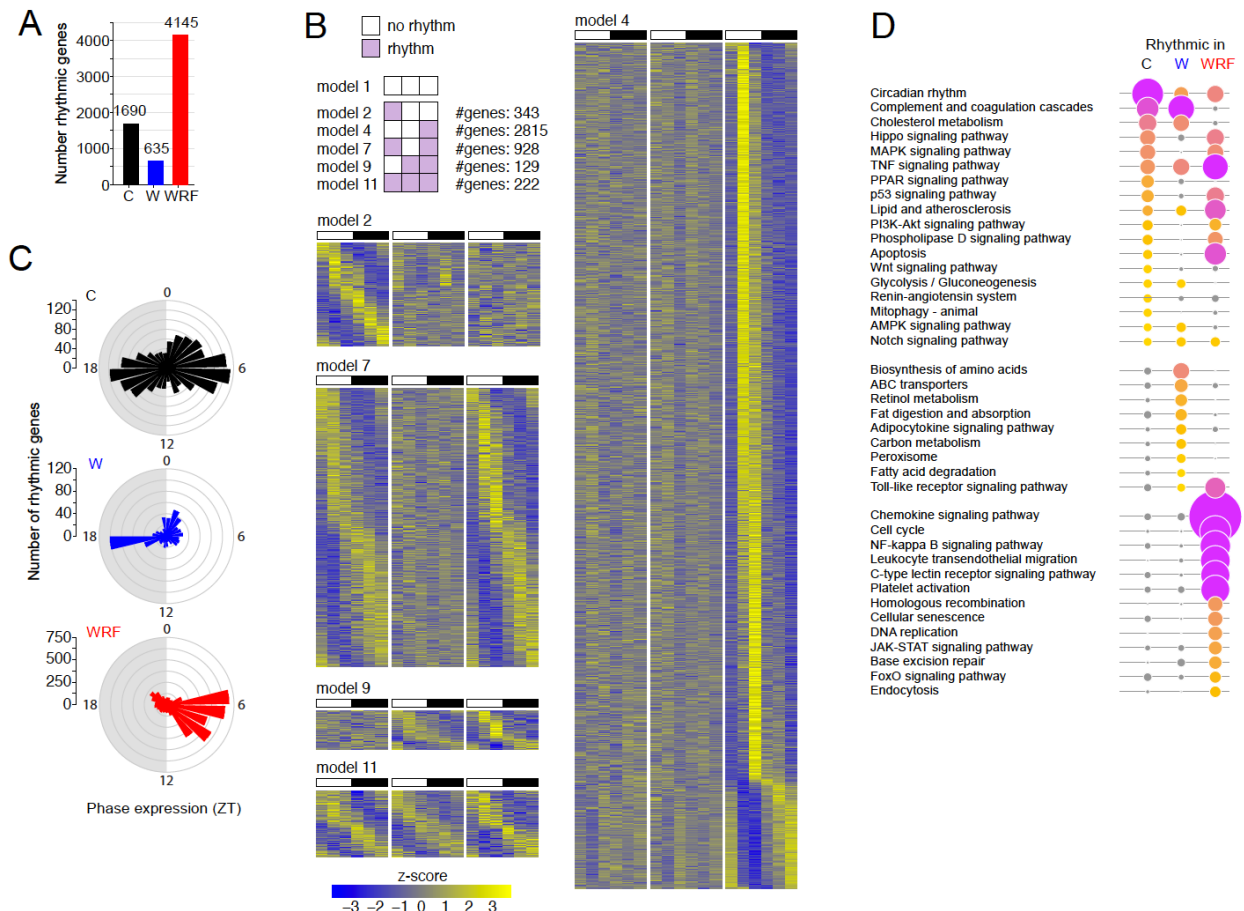

**Fig. S1: Effect of shift work on the cycling heart transcriptome using a differential analysis of rhythmicity with dryR**

Rhythmic gene expression in the heart of C, W, and WRF rats was analyzed in parallel to the pipeline outlined in Fig. 1 with dryR (Differential Rhythmicity Analysis in R, [23]).

**A.** Total number of rhythmically expressed genes for each group: control (C, black), shift worker (W, blue), or shift worker subjected to restricted feeding during work (WRF, red).

**B.** Heatmap visualization of rhythmic gene expression. dryR-generated models containing more than 125 genes are shown (See Table S2 for details). Heatmaps were generated automatically by dryR, and the signal for each timepoint corresponds to the average of 3 individual samples

**C.** Rose plot representation of the phase of rhythmic gene expression in C, W, and WRF rat groups.

**D.** KEGG pathway enrichment for genes being rhythmically expressed in C, W, and WRF rat heart. Pathways that are not enriched in certain groups ( $p > 0.05$ ) are displayed in grey. Diameter of each circle is also proportional to the enrichment q-value, with higher diameter for lower q-values.

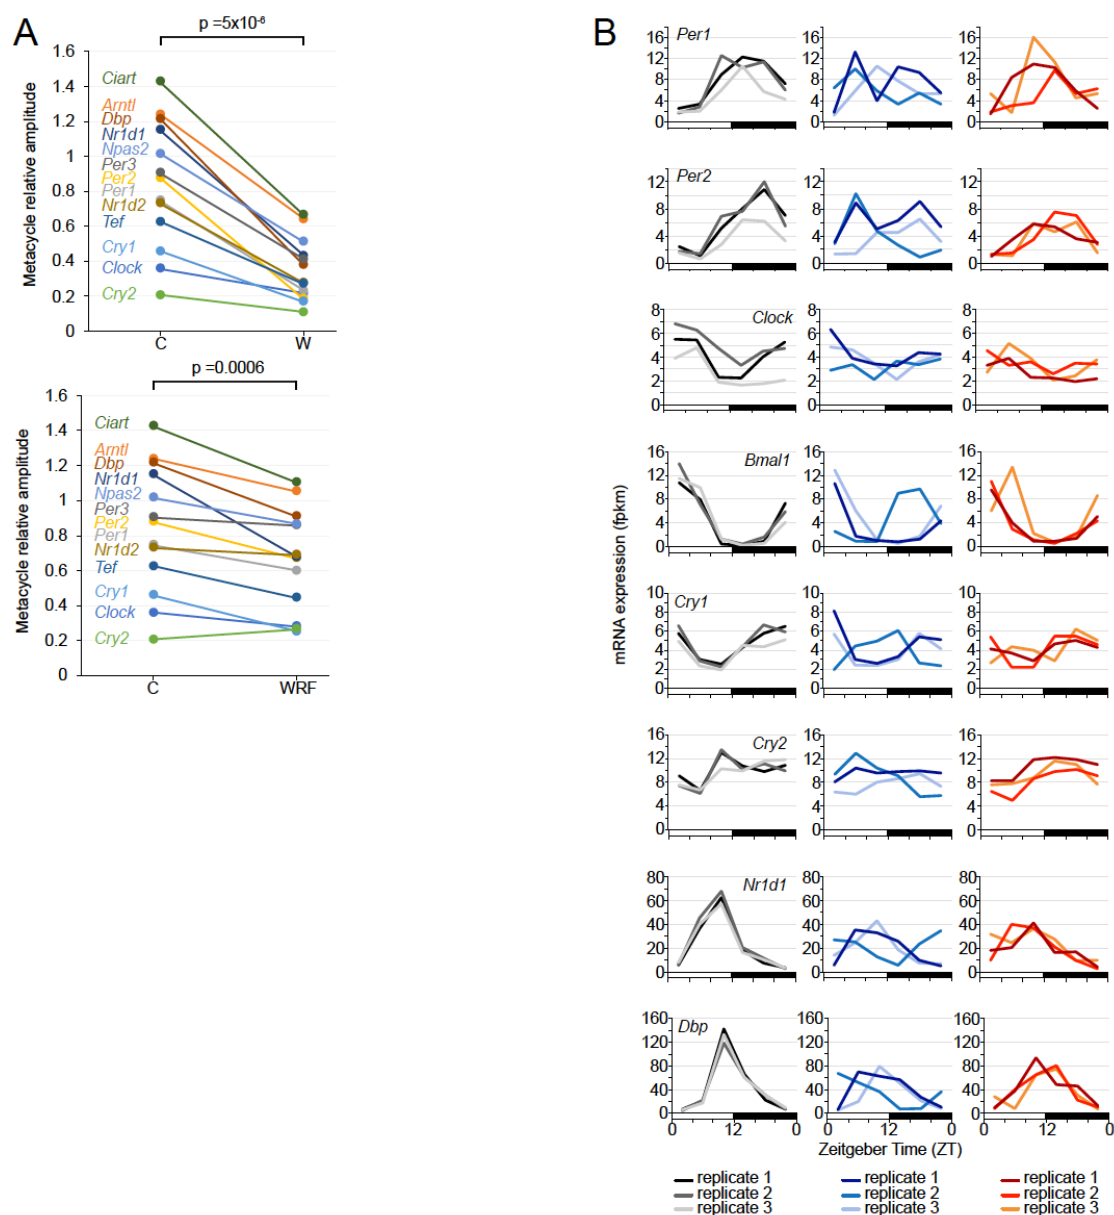

**Fig. S2: Effect of shift work on the expression of core clock genes in the rat heart**

**A.** Difference in amplitude of rhythmic expression for 13 core clock genes in the heart of C, W, and WRF rats. The relative amplitude was calculated using Metacycle, and differences between groups was assayed using a two-tailed paired student t-test.

**B.** Expression of eight core clock genes in the heart of C, W, and WRF rats. The expression is displayed for each of the three independent replicate rhythms for each group. Clock gene peak expression in replicate 2 of W rats is in antiphase to all other replicates.

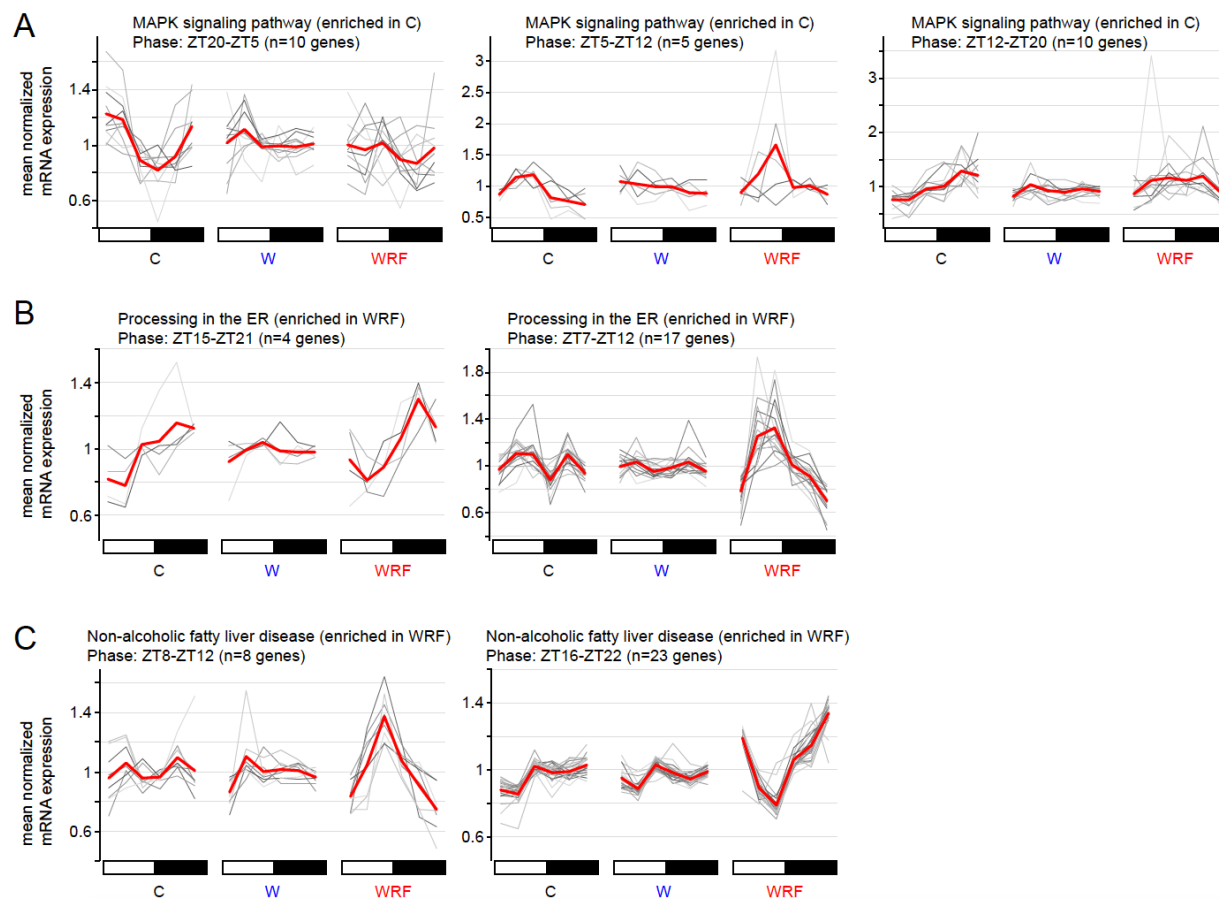

**Fig. S3: Effect of shift work on the rhythmic expression of genes accounting for enriched KEGG pathways**  
Expression profile of genes accounting for the enrichment of three KEGG pathways: MAPK signaling pathway, enriched in C rats; Processing in the ER, enriched in WRF rats; and Non-alcoholic fatty liver disease, enriched in WRF rats. The expression of individual genes is displayed in grey, and the averaged expression in red. For each enriched pathway, gene expression is parsed based on the phase of rhythmic gene expression.

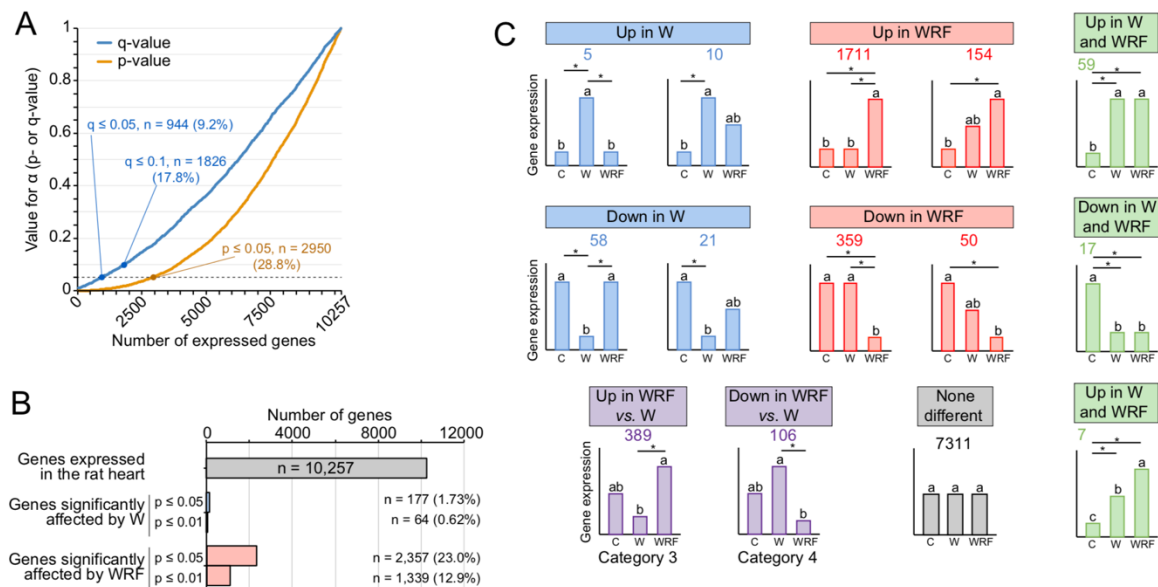

**Fig. S4: Analysis of differential gene expression between C, W, and WRF rats**

Analysis of differential gene expression between C, W, and WRF rat hearts was conducted using a Kruskal-Wallis test, and returned a  $p$ -value for each of the 10,257 genes considered in our analysis. To control for multiple comparisons and set our false-discovery rate at 0.05, we performed a Benjamini-Hochberg correction on each  $p$ -value with alpha set at 0.05 ( $q$ -value  $\leq 0.05$ ). While this stringent analysis allowed us to infer that we have less than 5% of false positives in our list of 944 genes being misregulated by shift work (944 genes with a  $q$ -value  $\leq 0.05$ ), it is likely that many other genes are affected by shift work since 2,950 of them have a  $p$ -value  $\leq 0.05$ .

**A.** Distribution of  $p$ -values and  $q$ -values of the Kruskal-Wallis test performed between the C, W, and WRF rats for the 10,257 expressed genes in the rat heart.

**B.** Number of differentially expressed genes between C, W, and WRF groups based on the  $p$ -value threshold ( $p < 0.01$  or  $p < 0.05$ )

**C.** Description of the significant effects between groups after Mann-Whitney U test post hoc analysis when considering a  $p$ -value threshold of 0.05 for the Kruskal-Wallis test. Categories of statistically significant differential gene expression are illustrated by bar graphs with the total number of genes written above for each category. Groups with different letters are significantly different.

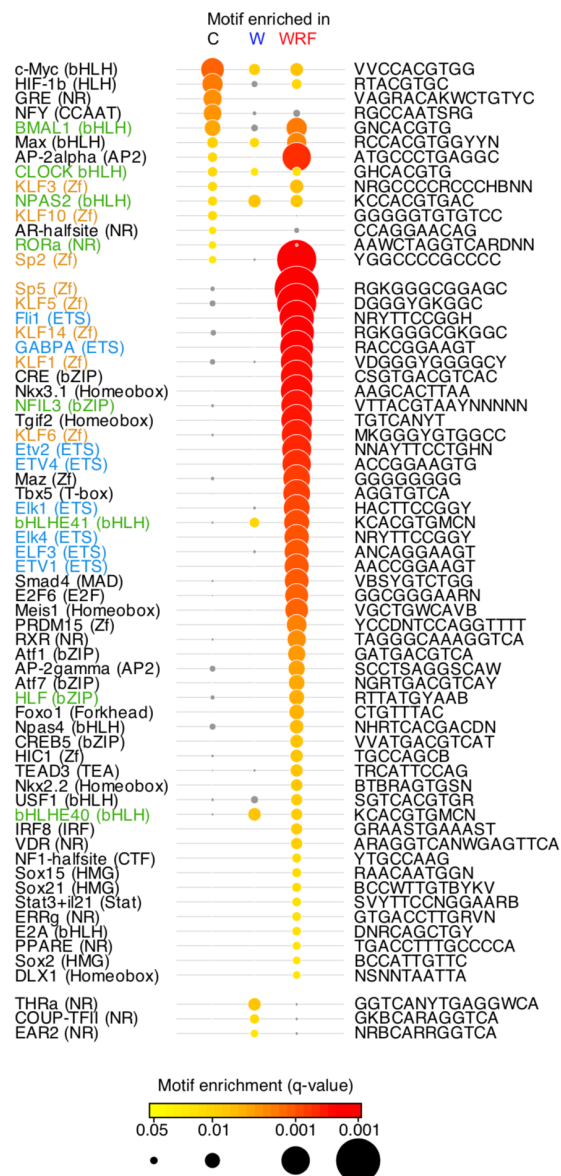

**Fig. S5: Motif analysis at DNase I hypersensitive sites located within genes rhythmically expressed in the heart of C, W, and WRF rats**

Motifs with a q-value < 0.05 are colored from yellow to red with red being the most significant. Lack of enrichment for a motif ( $p > 0.05$ ) is displayed in grey. Diameter of each circle is also proportional to the enrichment q-value, with higher diameter for lower q-values. Circadian clock transcription factors are labelled in green, while transcription factors of the ETS family are labeled in blue and those of the SP/KLF family are labeled in orange. The full motif analysis is available as Additional File 1: Table S8.

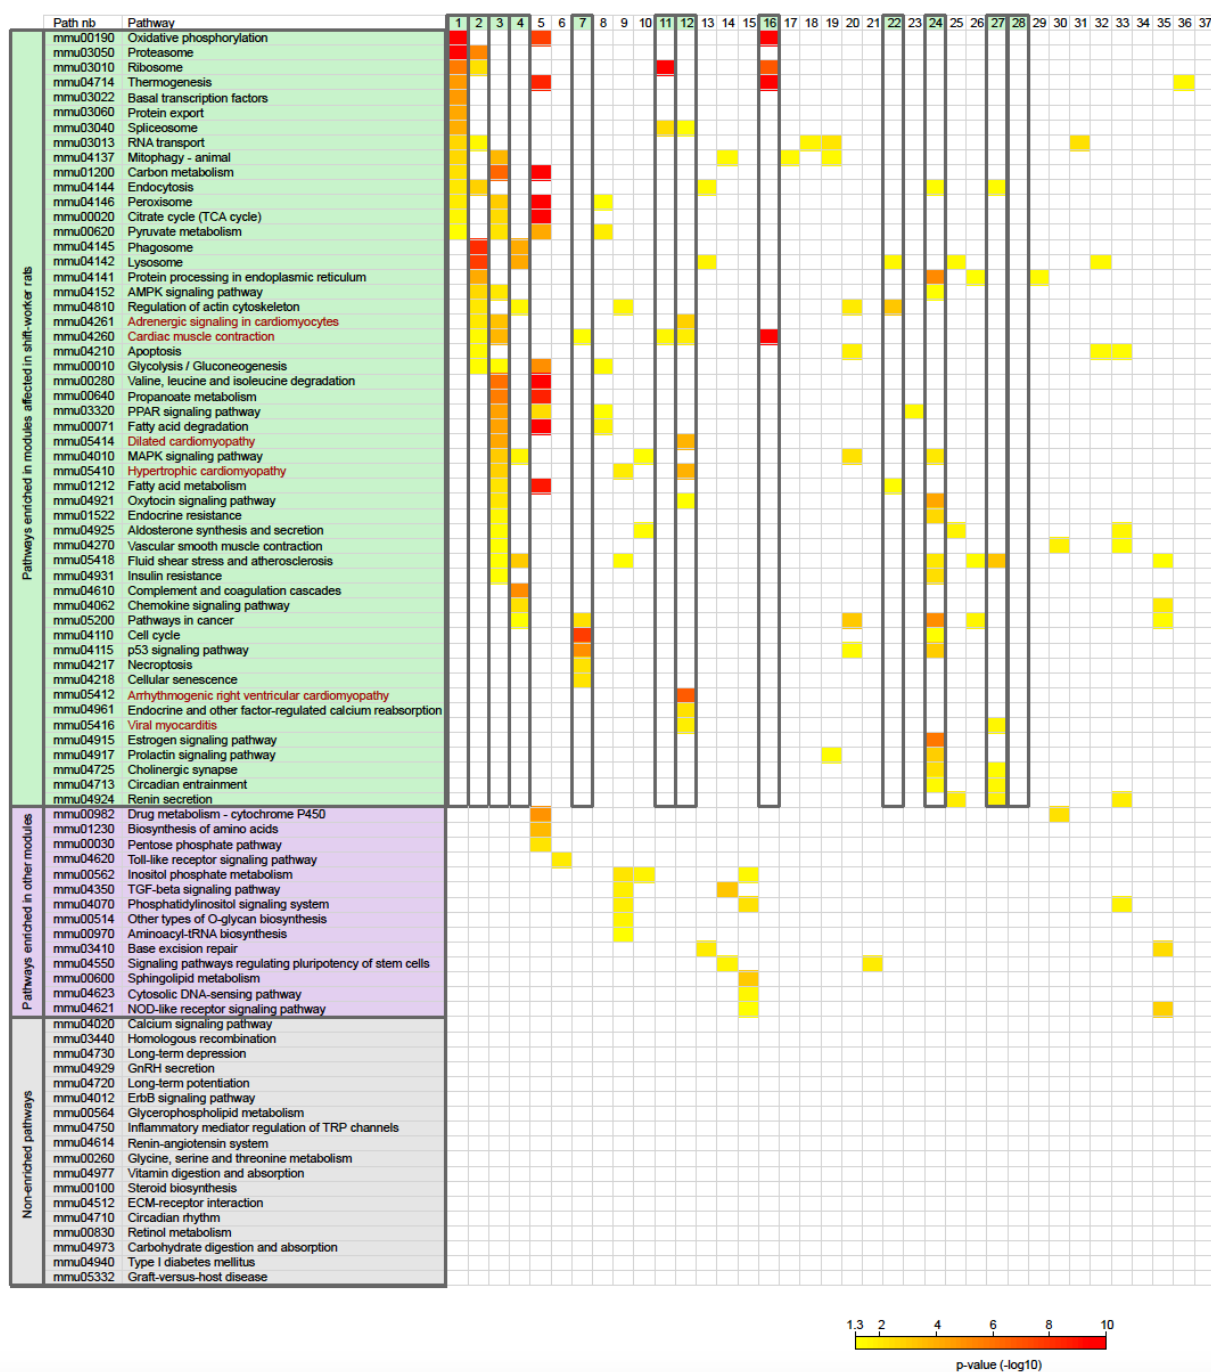

**Fig. S6: KEGG pathway analysis on modules M0 to M37**

Modules from Nomura et al., 2018 correspond to distinct sets of genes being misregulated by cardiac hypertrophy in the mouse heart [25]. Genes from each module were retrieved and cross-referenced with our list of 10,257 genes expressed in the rat heart. Genes expressed in the rat heart and categorized within each module were used for a KEGG pathway analysis using the function `kegga` of the R package `Limma`. The full list of KEGG pathways is provided in Additional File 1: Table S8. Relevant KEGG pathways were selected and their enrichment in modules M1 to M37 are displayed using color-coding. No enrichment is displayed in white.

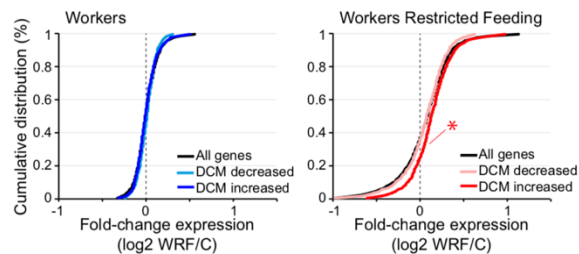

**Fig. S7: Effect of shift work on the expression of genes misregulated by dilated cardiomyopathy**

Cumulative distribution of WRF/control or W/control expression ratio for all genes (black) or for genes described as either downregulated or upregulated by dilated cardiomyopathy in the human heart. The list of down/up-regulated genes was retrieved from Sweet et al., 2018 [38]. Distribution significant different from that of all genes is illustrated by an asterisk (Kolmogorov-Smirnov test,  $p < 0.05$ ).

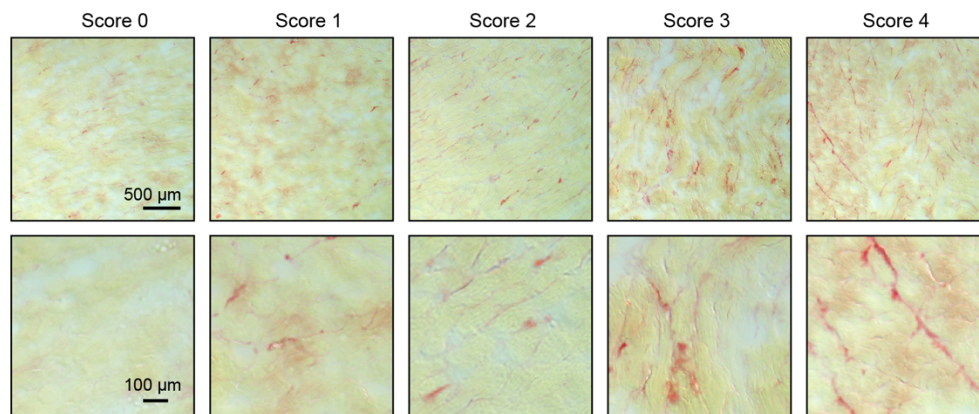

**Fig. S8: Quantification of picrosirius red staining in the heart**

Representative examples of picrosirius red staining in 10 μm sections of rat heart. A score of 0-4 was given for collagen deposition. Yellow =viable myocardium, and red = collagen.

How the deposited data were processed for this re-analysis (not part of the article)

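The deposited FPKM table was used, with 54 columns, 1 per rat, and 0 columns left out. The authors made the FPKM values before deposit: directional polyA libraries were aligned to rn6 with TopHat2, expression was estimated with Cufflinks, and genes above 1 fpkm in at least 18 of the 54 rats were kept. All 10257 genes of the table meet that filter; no versions of TopHat2, Cufflinks, or the annotation were available. In all, 497 genes share all their values with another entry, and 9998 are left when copies of a symbol count once. FPKM values hold no counts, so the depth of each library cannot be read from them; the paper gives a median number of reads and points to a supplementary table for the depth of each library, which was not used here. Nothing was rescaled in the results as reported, and 433 values are 0.

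Group and time came from the rat names: 18 C, 18 W, and 18 WRF rats, 3 per group and time. For 12 WRF rats the time in the title and the time in the other labels differ; the titles, which match the paper, were used, and the labels' times were an alternative. Each group was read as 3 series of 6 rats, 1 per time, from the order of the rats. Of 12 rat numbers that occur in both C and W rats, 1 pair correlated best with its own number (correlations -0.185 to 0.647 after removing group means), and 6 pairs had a correlation above 0.1. In these 24 rats a block by number raised the genes at an unadjusted p under 0.05 between W and C rats from 887 to 1707, with 0 called either way. The numbers were not taken to pair the animals, and the block was an alternative.

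Genes differing among groups were found as in the paper, with the Kruskal-Wallis test and Benjamini-Hochberg adjustment (adjusted p of at most 0.05) followed by 2-sided Mann-Whitney tests (p under 0.05) in scipy 1.17.1. Sizes and standard errors came from limma 3.58.1 (R 4.3.3) on log2(fpkm + 1), with 1 mean per group and a trend in the variance. Rhythms were tested with harmonic regression on fpkm (period of 24 h, F test, q under 0.05). JTK, Lomb-Scargle, and F24 (10000 permutations) were re-implemented in Python 3.11.15 with numpy 2.4.6, and Fisher's method combined the p-values of these and harmonic regression; the versions of the programs used by the authors were not run. The paper combines 6 algorithms, of which 4 were run here. Models of rhythm were chosen by BIC among 15, after the scheme of dryR. Different rhythms were tested with an F test of the cosine and sine terms in limma. Tables were handled with pandas 2.3.3 and plots made with matplotlib 3.10.9.

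Gene lists, 47 in all (20 of cell type markers and 27 of pathways and other sets), were fixed by hand, since no KEGG annotation was at hand. This was before the data were examined, but the figures of the paper, which show these rats, had been seen. The lists of motif transcription factors, disease genes, and clock genes were taken from those figures. All lists were tested with Fisher's exact test of the called genes and with camera, adjusted over the lists. Camera was run at a correlation of 0.01 between genes and at an estimated correlation. Single rats were scored by the mean z-score of the genes called higher minus that of the genes called lower, with 100000 permutations for shares of variance.

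Genes named in the text follow a rule set before the data were examined, when the first part of a supplementary table and the figures of the paper had been seen. It takes every gene the paper names in its text or in Fig. 2D, 3E, 3F, 4E, 5E-H, and S2A. It adds the 10 called higher and 10 called lower with the largest ratio of medians, WRF over C, among genes with a mean of at least 5 fpkm, all 3 WRF series on the same side of C, and a symbol that is not a placeholder. It also adds the 5 rhythmic genes per group with the largest relative amplitude (mean of at least 5 fpkm), up to 4 members of each list with the smallest p, and every marker. A few genes were named after their values were seen: Amd1, Adcy6, Ankrd37, Enpep, and Eps15l1 for their rhythm, the receptors Chrm2 and Adra1a, and Nppb. WRF62 had been seen to stand apart in leukocyte genes before the tests were chosen.

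In a simulated test with planted genes of known change, the rank tests recovered 67 and 79 of 100 genes at 1.5-fold and 2-fold changes with 4 false calls. Limma recovered 72 and 85 with 6. Harmonic regression recovered 40 and 79 of 100 at relative amplitudes of 0.4 and 0.8 with 3 false calls, JTK 45 and 74 with 6. The combined p-values recovered 85 and 99 with 517 false calls. The planted test was written after the first results were seen and did not cover BIC or camera. Its false calls may not carry over to the real rats, in which genes vary together. DNase-Seq, motifs, histology, and comparisons with published disease modules were not analysed here.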

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

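The tests on lung and lymph node transcripts in single rats, on scaling, on the WRF51 and WRF62 libraries, and on randomly assigned times were chosen after the results were seen, except the lung test of WRF62; the split of whole series was chosen before.

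In series of 6 rats, 14 of 54 combinations of a series and a measure held a rat farther from the others than Dixon's 95% value allows; chance gives about 1 in 20. The sum of fpkm was 675664 in W17, with 468214 in the nearest rat of its series. The mean log2(fpkm + 1) of ventricular markers was low in C27 (8.34; nearest 9.59), W17 (8.41; 9.90), WRF62 (6.01; 9.62), and WRF51 (4.99; 9.91). Lung markers were high in C18 (2.90; nearest 1.92), C26 (2.64; 1.66), W7 (2.47; 1.94), WRF62 (3.94; 2.19), and WRF51 (9.69; 1.90). Pan-leukocyte markers were high in W34 (3.91; nearest 3.23), WRF62 (7.19; 4.05), and WRF51 (6.91; 3.53). Liver markers were high in W21 (6.71; nearest 1.64). Genes the paper does not discuss also exceeded the highest C rat: Ager with 1419 fpkm in WRF51 (C at most 4.79), Cd3e with 106 fpkm in WRF62 (C at most 2.91), and Alb with 1027 fpkm in W21 (C at most 106).

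WRF51 and WRF62 stand apart from the other WRF rats, with 3015 and 2827 genes at their highest of all 54 rats. For WRF51, lung tissue in the library was tested on 2 lung and 12 ventricular markers, and 10 of 14 were the highest or lowest of all rats, a result consistent with lung RNA in the tube. For WRF62, lymph node tissue was tested on T and B cell markers, and 17 of 17 were the highest of all rats. Lymphoid tissue taken with the heart would give this, but so would immune cells within it, which these markers cannot separate. WRF62 had also been seen to stand apart in leukocyte genes before the test was chosen. Lung tissue in WRF62 stays undecided, since 1 of 2 lung markers lay above the highest of the other 52 rats and 2 markers are too few. An inflamed heart in these rats was not tested here and stays open as a biological explanation, though Ager marks lung epithelium and Myh6 was at 52.1 fpkm in WRF51. The paper lists WRF51 among the WRF hearts, and W17 among the W hearts, that it stained for immune cell markers and collagen.

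The 808 genes called higher in WRF rats did not come from chance assignment of rats, since of 100 assignments only the real one, 1 of 100, reached that number and the highest other gave 0. The scaling of the fpkm values could set the number of calls by the rank tests. After median-of-ratios scaling they still called 206 of the 808 genes and 30 of the 71 ribosomal protein genes. In limma, WRF against C rats, 425 of the 808 passed after it (737 before) and 69 of the 71 (71 before). The scaling moved the median log2 difference of all genes from 0.08 to -0.004. Those of the 808 and the 71 genes were 0.24 (from 0.33) and 0.38 (from 0.47) after it. The genes were picked as higher in the unscaled values of the same rats. What remains after scaling therefore does not decide whether scaling is the whole cause. The WRF51 and WRF62 libraries as the cause are argued against by the 432 genes still called without them. Over all 808 genes the median log2 difference without these libraries was 0.26 (from 0.33). Differences between whole series of rats stay open: when whole series were drawn into groups, 25 of 100 draws of the 280 possible gave as many genes called higher in 1 group, with up to 2266, which points to a structure of the samples. The feeding schedule of WRF rats remains an untested biological explanation beside these.

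The number of rhythmic genes depended on how p-values were joined. With times drawn at random within each group, 85 of 99 draws in C, 99 of 99 in W, and 85 of 99 in WRF rats gave 10 or more rhythmic genes by the combined p-values, as p-values of 4 algorithms combined as if they were independent would do. As many genes as with the real times, the real times included, came up in 20 of 100 in C, 48 of 100 in W, and 9 of 100 in WRF rats, with up to 3775, 3616, and 3417 genes, so chance is not excluded for these counts. By harmonic regression the real times alone, 1 of 100, gave as many in C and in WRF rats (highest other 1 gene), while in W rats 100 of 100 did, since none was called. A change of rhythm by shift work stays open as the biological explanation.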

How the results depend on the processing

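The alternatives that leave out WRF51, or WRF51 and WRF62, or that use the atrial level were chosen after seeing the data. So were those that use the combined p-values for overlaps, peak times, lists, and the clock. The others were set before the data were examined, except that WRF62 had by then been seen to stand apart in leukocyte genes. No cause was tested for any change below. Of the values of the main comparisons under an alternative, 644 were the same, 173 moved, and 4 grew weaker; of 5430 values of named genes 4668 were the same, 342 weaker, 62 stronger, 358 moved, and 0 reversed. Of 2579 values of lists 51 reversed, in 14 of 47 lists. Depth cannot be judged from fpkm values.

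Median-of-ratios scaling gave 442 genes differing among groups, 209 higher and 195 lower in WRF rats, 30 ribosomal and 1 proteasome gene, and 973 genes between WRF and W rats in limma. It also gave 8 rhythmic WRF genes, 5 shared by C and WRF rats, 8.8% of WRF peaks at ZT7 to 9 and 21.4% at ZT20 to 21, 1 clock gene at an unadjusted p under 0.05 in W rats, and 28.9% of the WRF score between series (p = 0.0779). Without WRF62, 44 genes were lower, the peak shares 10.8% and 3.6%, and the series share 30.1% (p = 0.0834). Without WRF51 there were 922 genes between WRF and W rats, shares of 13.4% and 3.4%, 1 WRF clock gene at q under 0.05, 0 lists enriched for WRF genes rhythmic at q under 0.05, and a series share of 34.1% (p = 0.0547). Without both there were 23 genes between W and C rats, 38 ribosomal genes, 13 lists between W and C rats, 1 rhythmic WRF gene, 1 shared by C and WRF rats, shares of 7.4% and 1.2%, 1 clock gene, 0 such lists, and a series share of 23.7% (p = 0.173).

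Limma in place of the rank tests gave 138 lower genes and 19 between W and C rats; with time as a covariate 112 and 22; with series means 0 differing, 0 higher, 0 lower, and 0 between W and C rats (26 at an unadjusted p under 0.05 between W and C rats). With the atrial level as a covariate there were 167 lower and 25 between W and C rats; without WRF51 and WRF62 as well, 1705 differing, 519 lower, 92 between W and C rats, and 14 lists between W and C rats. With an estimated correlation, 0 lists were called in WRF against C, 0 in W against C, and 0 in WRF against W rats (20, 7, and 19 at the fixed correlation). The replicate block of rat number was fitted only for W against C rats, with the 12 numbers that occur in both (24 rats), and gave 0 genes (1707 at an unadjusted p under 0.05, and 887 in the same rats without the block).

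JTK gave 53 rhythmic genes in C and 1 in WRF rats, 1 shared by them, 41.6% of WRF peaks at ZT7 to 9, and 0 lists rhythmic in WRF rats. The combined p-values gave 604, 231, and 1166 rhythmic genes, overlaps of 22 (C and W), 122 (C and WRF), and 10 (W and WRF), 26.4% at ZT7 to 9 among 500 genes, 1 clock gene in W and 13 in WRF rats, and 2 lists in W and 3 in WRF rats. BIC gave 821, 292, and 2903. With the rat series as a term (a replicate block) 2 WRF genes were rhythmic; with the labels' times 0, and 0 clock genes at q under 0.05. Among genes of at least 5 fpkm the peak shares were 43.8% (W, ZT11 to 14), 15.6%, and 20.0% (WRF).

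Leaving out 1 rat or 1 series at a time, the rank tests called 0 (without WRF41 to WRF62) to 3201 genes (without WRF1 to WRF6). They called 0 to 2463 higher, 0 to 517 lower, and 0 to 1081 (without C33 to C38) between W and C rats. By the rank tests ribosomal genes ran from 0 to 76 and proteasome genes from 0 to 23. Leaving out 1 series, limma gave 112 (without C25 to C30) to 3911 genes between WRF and C, 0 (without W17 to W22) to 4095 between WRF and W, and 0 to 0 between W and C rats. Lists ran from 19 to 24, 18 to 24, and 6 to 13 in that order. The ranges that follow are also for 1 series left out, not for single rats. Rhythmic genes ran from 1 to 21 in C, 0 to 0 in W, and 0 to 0 in WRF rats. Different rhythms ran from 0 to 6 between W and C and 0 to 0 in the others. Clock genes at q under 0.05 ran from 0 to 10 in C, 0 to 0 in W, and 0 to 4 in WRF rats, and at an unadjusted p under 0.05 from 11 to 13, 0 to 10 (without W33 to W38), and 10 to 13. The median log2 amplitude ratio ran from -1.27 to -0.42 for W and from -0.35 to -0.25 for WRF against C rats.

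Lists whose median log2 difference turned, with an adjusted p under 0.05 before or after, WRF against C: without WRF51 and WRF62 carbon metabolism 0.0960, fasting and PPAR 0.0129, ventricular 0.122, and TNF, p53, and FoxO -0.0547; with the atrial level as well 0.117, 0.0137, 0.195, and -0.0881; without WRF51 TNF, p53, and FoxO -0.00595. Leaving out 1 series, oxidative phosphorylation ran from -0.12 to 0.21, MAPK from -0.12 to 0.0533, and TNF, p53, and FoxO from -0.0266 to 0.10. W against C: in the 24 rats of the replicate block (without C25 to C30 and W1 to W11) ribosomal -0.0752, spliceosome -0.0190, oxidative phosphorylation -0.249, and mitochondrial ribosomal -0.143; leaving out 1 series, ribosomal -0.0187 to 0.18, proteasome -0.0606 to 0.0548, spliceosome -0.00400 to 0.0305, oxidative phosphorylation -0.14 to 0.16, mitochondrial ribosomal -0.0932 to 0.10, and erythroid -0.0614 to 0.32. WRF against W: without WRF51 and WRF62 carbon metabolism 0.161, fasting and PPAR 0.0718, ventricular 0.152, TNF, p53, and FoxO -0.0261, and sarcomere 0.0764; with the atrial level as well 0.164, 0.0815, 0.241, -0.0702, and 0.0831; without WRF51 fasting and PPAR 0.00719; among genes of at least 5 fpkm MAPK 0.0193. Leaving out 1 series, oxidative phosphorylation ran from -0.13 to 0.14, MAPK from -0.0521 to 0.0429, motif transcription factors from -0.15 to 0.0361, and liver from -0.39 to 0.44. Another 28, 94, and 33 values in the 3 comparisons changed sign without passing before or after.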

Differences from the paper's values

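For rhythmic genes the paper has about 680 in C, about 310 in W, and about 1300 in WRF rats (Fig. 2A, read by eye), from 6 algorithms joined by Fisher's method at q under 0.05; harmonic regression at the same q gave 87, 0, and 4 here. Of the alternatives set before the data were examined, 2 fell within 1.5-fold of the paper for C (604 by the combined p-values of 4 algorithms and 821 by BIC) and 9 did not. For W rats 2 did (231 and 292) and 9 did not, and for WRF rats 1 did (1166 by the combined p-values) and 12 did not.

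For dryR the paper has about 1700 genes in C and about 640 in W rats (Fig. S1, read by eye); BIC over 15 models gave 821 and 292 here, and no other setting was run. In WRF rats BIC gave 2903, within 1.5-fold of the figure.

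For rhythmic genes of oxidative phosphorylation in WRF rats the paper states 31, against 0 here at q under 0.05; for endocytosis in WRF rats it shows 26, against 0; and for carbon metabolism in W rats 15, against 0. Of the alternatives set before the data were examined, 0 of 3, 0 of 3, and 0 of 2 came within 1.5-fold. The combined p-values, used for these lists only after the values were seen, gave 31, 28, and 14; which of the paper's genes these drop was not compared, and the lists here were fixed by hand where the paper used KEGG. The paper gives a trough at the end of work for the rhythmic genes of oxidative phosphorylation. The mean of all 81 genes listed here, a different set, was lowest at ZT5 (0.866), where WRF62 is 1 of 3 rats, and next lowest at ZT9 (0.910).

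The paper has Elk1 and Erg as lower in W and WRF rats than in C rats, in a sentence that does not say which gene in which group. Elk1 was lower in W rats at an unadjusted p of 0.00511 and in WRF rats at 0.0791, and Erg was lower in WRF rats at 0.00905 while in W rats the p was 0.962. The letters in Fig. 4E themselves separate only W from C rats for Elk1 and only WRF from the other rats for Erg. Of the 18 genes of Fig. 5E-H that the paper has as upregulated in WRF rats, 10 were called here at an adjusted p, and all 18 were above C rats at an unadjusted p under 0.05, the threshold of that figure. Col1a1, Col1a2, Igf1, Ctsk, S100b, and Ccl9 were among those not called (adjusted p = 0.0659, 0.0909, 0.0990, 0.0508, 0.121, and 0.0620); limma called Col1a1 and Igf1 for WRF against C rats.

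The number of genes at an adjusted p of at most 0.1, 1826, matches the number printed in the paper's supplement.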

Other observations

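The tests on atrial tissue and on W33 to W38, and the settings without WRF51 and WRF62, were chosen after the results were seen; the random assignments of rats were chosen before, except that of C and W rats alone.

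Of 18 glucocorticoid response genes, 11 in C, 1 in W (Pdk4), and 5 in WRF rats (Mt1, Mt2A, Per1, Cdkn1a, and Tsc22d3) had an unadjusted p under 0.05, with mean peaks at ZT15.7, ZT16.2, and ZT11.9. By Fisher's exact test the adjusted p was 1.43e-08 in C and 0.0510 in WRF rats, and without WRF51 and WRF62 8 WRF genes had an unadjusted p under 0.05 (adjusted p = 0.000870). Between groups 0 of the 18 differed in level (camera, adjusted p = 0.901 for WRF against C). Of 38 genes of the fasting and PPAR response 0 were called; their median log2 difference between WRF and C rats was -0.21 (adjusted p = 1.05e-05; adjusted p = 0.662 with an estimated correlation), and the adjusted p was 0.241 without WRF51 and WRF62. Fbxo32, a ubiquitin ligase of muscle wasting in that list, had 17.1 fpkm in C and 7.75 in WRF rats (adjusted p = 0.0901).

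Rbp4, a retinol carrier made by liver and fat, rose from 3.25 fpkm in C to 11.0 in WRF rats (adjusted p = 0.0274) and was the 1 of 21 liver markers called (camera, adjusted p = 0.0278; 0.763 with an estimated correlation). Hp, an acute phase protein, had 2.32 fpkm in C, 7.28 in W, and 8.32 in WRF rats (adjusted p = 0.142). Cd68, a macrophage gene stained in the paper, had 4.13 fpkm in C, 4.63 in W, and 6.16 in WRF rats (adjusted p = 0.200), and Ptprc, which encodes CD45, exceeded 10 fpkm in 0 C, 0 W, and 2 WRF rats.

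The other lists between WRF and C rats gave the following numbers called higher and adjusted p by camera: lysosome and autophagy 6 of 83 (0.163), endocytosis 14 of 160 (0.892), aminoacyl-tRNA synthetases 3 of 34 (0.952), carbon metabolism 3 of 84 (lower, 0.0695), oxidative phosphorylation 3 of 81 (Cox7a2l, Cox8a, and Cox6a1; lower by the test at 0.265 with a median log2 difference of 0.05, and higher at 1.47e-15 without WRF51 and WRF62, with 0.964 for all rats and an estimated correlation), TNF, p53, and FoxO 1 of 83 (lower by the test at 0.0555 with a median of 0.05), stress and immediate early genes 0 of 26 (0.490), and clock genes 0 of 13 (0.0763). Of the 18 disease genes the list p was 5.41e-08 (adjusted p = 0.662 with an estimated correlation), on genes the study chose on these samples. Of markers, atrial cardiomyocytes had 0 of 10 (0.732). Smooth muscle had 0 of 11 (lower by the test at 0.952 with a median of 0.40). Lymphatic endothelium had 1 of 5 (lower by the test at 0.952 with a median of 0.29). Brown adipocytes had 0 of 5 (lower by the test at 0.233 with a median of 0.02). Schwann cells had 0 of 9 (0.366), B cells 0 of 4 (0.490), neutrophils 0 of 4 (0.490), and erythroid cells 1 of 11 (Slc25a39, 0.762). Skeletal muscle had 0 of 4 (0.164), lung 0 of 2 (0.490), and mesothelium 0 of 9 (0.231).

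Atrial tissue in the sample could raise genes in WRF rats, since Myl7 had a median of 386 fpkm in WRF and 16.5 in C rats. With the atrial level as a covariate the median log2 difference of the 808 higher genes was 0.31 (0.33 without it) and that of the 4 matrix genes 0.62 (0.80 without it), which argues against it as their whole cause.

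Rats W33 to W38 out of phase with the other W rats were tested as the reason for the missing clock rhythm in W rats. Without them 10 of 13 clock genes had an unadjusted p under 0.05, against 2 with them. The series had already been seen to be out of phase, so the test is not independent of that observation.

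When rats were assigned to groups at random, the real assignment alone, 1 of 100, gave as many genes differing among the groups (941; highest other 0), and as many lower (67; highest other 0), so chance assignment of single rats is excluded for these. The 44 between W and C rats (1 of 100; highest other 0) depend on the test of all groups, which the WRF rats pass. With the WRF rats kept and only C and W rats assigned at random, a test added after the results were seen, 58 of 100 gave as many (highest other 1410), so chance is not excluded for the 44. When whole series of rats were drawn into groups, 44 of 100 draws, the real one included, gave as many genes differing (highest other 6427), and limma on series means called 0, so differences between series stay open for the 941; the 67 were not tested in this way. In limma it was alone, 1 of 100, for WRF against C (1326; highest other 0) and for WRF against W rats (1463; highest other 516). For W against C rats limma called 0 genes (94 at an unadjusted p under 0.05), which 100 of 100 assignments reach. For different rhythms, with 0 genes in each comparison, 100 of 100 assignments reach that number for WRF against C (highest other 1), 100 of 100 for W against C (highest other 18), and 100 of 100 for WRF against W rats (highest other 1); a count of 0 is always reached, so this says nothing about chance.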
